# CRISPR editing of *sftb-1/SF3B1* in *Caenorhabditis elegans* allows the identification of synthetic interactions with cancer-related mutations and the chemical inhibition of splicing

**DOI:** 10.1371/journal.pgen.1008464

**Published:** 2019-10-21

**Authors:** Xènia Serrat, Dmytro Kukhtar, Eric Cornes, Anna Esteve-Codina, Helena Benlloch, Germano Cecere, Julián Cerón

## Abstract

*SF3B1* is the most frequently mutated splicing factor in cancer. Mutations in *SF3B1* likely confer clonal advantages to cancer cells but they may also confer vulnerabilities that can be therapeutically targeted. *SF3B1* cancer mutations can be maintained in homozygosis in *C*. *elegans*, allowing synthetic lethal screens with a homogeneous population of animals. These mutations cause alternative splicing (AS) defects in *C*. *elegans*, as it occurs in *SF3B1*-mutated human cells. In a screen, we identified RNAi of U2 snRNP components that cause synthetic lethality with *sftb-1/SF3B1* mutations. We also detected synthetic interactions between *sftb-1* mutants and cancer-related mutations in *uaf-2/U2AF1* or *rsp-4/SRSF2*, demonstrating that this model can identify interactions between mutations that are mutually exclusive in human tumors. Finally, we have edited an SFTB-1 domain to sensitize *C*. *elegans* to the splicing modulators pladienolide B and herboxidiene. Thus, we have established a multicellular model for *SF3B1* mutations amenable for high-throughput genetic and chemical screens.

## Author summary

*SF3B1* encodes a splicing factor frequently mutated in hematological malignancies, and with less frequency in other solid tumors. Each *SF3B1* mutation is predominant in a cancer type, indicating cell type-specific pathogenic mechanisms. We have reproduced three cancer-related *SF3B1* missense mutations in the *C*. *elegans* ortholog *sftb-1* and they do not cause any overt phenotypes, but few alterations in splicing. However, the combination of these mutations has additive effects, hampering SFTB-1 functions and allowing the study of synthetic interactions that may result in a defective spliceosome structure. As a result of an RNAi screen, we identified other proteins of the U2 snRNP complex as targets for synthetic lethality. The *sftb-1* mutant strains also allow the identification of mutations in other splicing factors that are mutually exclusive with *SF3B1* mutations in tumors. *SF3B1* cancer mutations are heterozygous, and interestingly, the most promising therapeutic venue is based on pladienolide B (PB) derivatives that hit the wild-type and the mutated protein. We have edited SFTB-1 to sensitize it to pladienolide B and herboxidiene (HB), therefore making *C*. *elegans* suitable for assaying the toxicity and efficacy of their chemical derivatives. Thus, our model represents a pre-clinical system for investigating both synthetic lethality and chemotherapies. Besides that, we have generated the first *C*. *elegans* strain in which splicing can be chemically modulated by PB and HB.

## Introduction

Deregulated RNA splicing is emerging as a new hallmark of cancer following the discovery of several splicing factor genes harboring somatic mutations in different tumor types [1]. *SF3B1*, a core component of the U2 snRNP, is the most frequently mutated splicing factor in human cancers. Somatic heterozygous mutations in *SF3B1* are particularly prevalent in myelodysplastic syndromes (MDS)—up to 80% in refractory anemia with ring sideroblasts [2–4]; and in 15% of chronic lymphocytic leukemia (CLL) [5–7]. *SF3B1* mutations have also been reported in solid tumors, including 20% of uveal melanomas (UM) [8–10], 3% of pancreatic ductal adenocarcinomas [11], and 1.8% of breast cancers [12]. RNA-sequencing (RNA-seq) analyses in different tumor types and cell lines with *SF3B1* missense mutations, including the most prevalent substitution K700E, identified distinct alternative splicing (AS) defects [13–15].

Recently, CRISPR/Cas9 genome editing has allowed researchers to faithfully reproduce human pathological mutations in animal models. Human *SF3B1* mutations have been introduced in cell lines [15–18], but mimicking these mutations in multicellular organisms has only been achieved by conditional alleles in murine models [19]. Taking advantage of the extraordinary conservation of splicing factors across evolution and the ease of genetic manipulation of *C*. *elegans*, we established a multicellular model to study *SF3B1* cancer-related mutations. Spliceosome components, and particularly *SF3B1*, are being intensively studied as targets of antitumor drugs [20–22]. Some natural compounds modulate splicing by targeting SF3B1. Among them, pladienolide B is particularly relevant because H3B-8800, a PB derivative, has antitumoral effects and is in clinical trials [23]. The modulatory activity of PB is highly dependent on SF3B1 structure, and single amino acid substitutions cause resistance to PB [24,25]. Hence, particular residues in the drug binding site that are not conserved in SFTB-1 may confer resistance to PB in worms, as it has been recently observed in yeast [26]. We edited four amino acids to humanize the HEAT repeat 15 in SFTB-1, making *C*. *elegans* sensitive to splicing modulators. Thus, we have created the first *C*. *elegans* strain sensitive to PB and HB, which would facilitate the chemical modulation of splicing in this model system.

Altogether, the multicellular model of *SF3B1* mutations described in this study provides a new pre-clinical platform for identifying new targets and small molecules for use in cancer therapies.

## Results

### *sftb-1*, the *C*. *elegans* ortholog of *SF3B1*, is a ubiquitously expressed gene essential for development

The *C*. *elegans* protein SFTB-1 is 66% identical to human SF3B1 in terms of amino acid composition. Homology is particularly high at the HEAT domain, reaching 89% identity, and the most frequently mutated amino acids in cancer are conserved. The SFTB-1 sequence also conserves some of the U2AF ligand motifs (ULMs) that bind U2AF homology motifs (UHMs) present in other splicing factors (Figs 1A and S1) [27].

**Fig 1:**
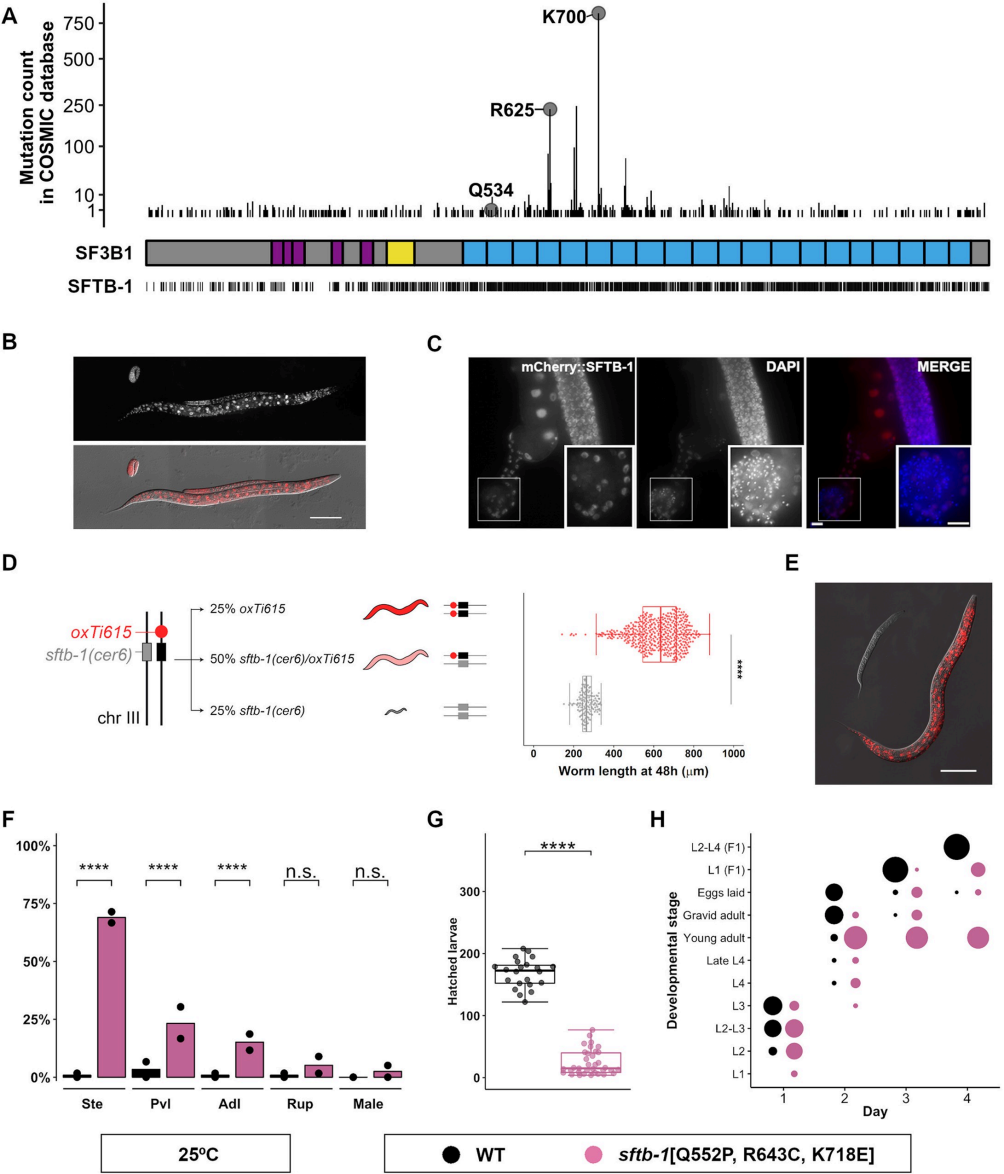
Characterization of *sftb-1*, the *C*. *elegans* ortholog of *SF3B1*, and different *sftb-1* mutations. (A) Number of *SF3B1* missense mutations annotated in COSMIC database [75] at each amino acid position, with labels placed on the relevant residues for this study. A schematic structure of the SF3B1 protein is shown below, where purple, yellow, and blue boxes represent the U2AF ligand motifs (ULMs), the p14-interacting region, and the 20 HEAT repeats, respectively. The bars at the bottom line indicate residues that are conserved in the *C*. *elegans* protein. (B) Representative image of an embryo, L2, and L4 larvae with mCherry::SFTB-1 endogenous expression. The fluorescence image (top panel) is merged with the corresponding differential interference contrast (DIC) image (bottom panel). (C) Fluorescence images of dissected gonads from adult worms expressing mCherry::SFTB-1. Gonads were stained with DAPI to visualize nuclei. Insets show differentiated sperm nuclei, where mCherry::SFTB-1 is not expressed. (D) Left: diagram depicting how the *cer6* deletion allele is maintained in heterozygosis. The WT *sftb-1* copy is genetically linked to a red fluorescent marker (*oxTi615*). Right: worm body length of WT and heterozygotes (red, n = 475), and *cer6* homozygotes (gray, n = 134) grown for 48 h at 20°C (N = 3). (E) Representative image of synchronized red and non-red siblings after growing for 48 h at 20°C. (F) Incidence of different *sftb-1*[Q552P, R643C, K718E] phenotypes at 25°C. Dots represent percentages observed in each replicate (n = 119, 116; N = 2). (G) Brood size of WT or *sftb-1*[Q552P, R643C, K718E] fertile worms at 25°C (n = 22, 35; N = 2). (H) *sftb-1*[Q552P, R643C, K718E] animals display developmental delay at 25°C. The proportion of the population at each stage is represented by the size of the dots (n = 119, 116; N = 2). In (D) and (G), dots represent measures in individual worms, and overlaid Tukey-style boxplots represent the median and interquartile range (IQR). Whiskers extend to the minimum and maximum values or at a maximum distance of 1.5xIQR from the box limits. Statistics: (D) and (G), Mann-Whitney’s test; (F), Fisher’s exact test. n.s., no significant difference, **** p<0.0001. Scale bars: 100 μm (B and E), 10 μm (C).

As expected for a core splicing factor, the CRISPR-engineered endogenous fluorescent reporter mCherry::SFTB-1 showed ubiquitous expression in somatic and germ cells, being absent in mature sperm only (Fig 1B and 1C). We also used CRISPR to generate the *sftb-1(cer6)* mutation, a deletion allele that produces a premature stop codon (S2 Fig) and causes an arrest at early larval stages, confirming that *sftb-1* is essential for development (Fig 1D and 1E). *sftb-1(cer6)* homozygous animals completed embryonic development but arrested as larvae that could undergo few germ cell divisions (S2 Fig). Since embryos depleted of *sftb-1* transcripts are not viable [28], our observation indicates that maternal wild-type (WT) product can still be present in the early larva. We formally tested this hypothesis by combining the *sftb-1* deletion allele and the *sftb-1* endogenous mCherry reporter in the same strain (S2 Fig). The compound heterozygotes produced a normal brood size and segregated 19.39% non-red *cer6* homozygotes (S2 Fig). By monitoring mCherry∷SFTB-1 expression in the progeny of heterozygous mothers, we observed a small percentage of early L1 larvae with dim red fluorescent expression that later became non-red and developmentally arrested larvae (S2 Fig), indicating that there is some SFTB-1 maternal product reaching the early L1 stage.

### Different *sftb-1* missense mutations display additive effects when combined

We edited the *C*. *elegans* genome to mimic the K700E mutation, the most frequent *SF3B1* substitution in tumors. *sftb-1*[K718E] homozygous animals did not display any obvious phenotypes. Thus, we decided to reproduce two other *SF3B1* cancer-related mutations. R625C is a particularly prevalent mutation in uveal melanoma, and Q534P is less common but is predicted to have a strong impact on SF3B1 structure due to its location in an α-helix [29]. Similar to *sftb-1*[K718E], the two additional missense mutations, *sftb-1*[R643C] and *sftb-1*[Q552P] (S3 Fig), did not cause any evident phenotypes in *C*. *elegans*.

We were interested in producing animals with defective *sftb-1* function resulting in a viable and traceable phenotype for investigating modifiers of altered SFTB-1 activity. Since the effects of MDS-related missense mutations were reported to be additive in the yeast *SF3B1* ortholog Hsh155 [30], we generated three strains with each of the possible pairs of mutations: *sftb-1*[R643C, K718E], *sftb-1*[Q552P, K718E], and *sftb-1*[Q552P, R643C]. None of the three double mutants showed an obvious phenotype. However, animals simultaneously carrying the three missense mutations *sftb-1*[Q552P, R643C, K718E] displayed several temperature-sensitive developmental defects including partial sterility, protruding vulva, and developmental delay (Figs 1F–1H and S3). These results suggest that each of the three missense mutations provokes a functional impact that becomes unmasked only when the three mutations are combined.

### Distinct *sftb-1* alleles produce alterations in alternative splicing and gene expression

The most commonly described AS defect caused by cancer-associated *SF3B1* mutations is the incorrect recognition of 3’ splice sites, producing aberrant transcripts [13,14,18,31,32]. 

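The L4 libraries held polyadenylated RNA of whole worms grown for 41 h. Replicate 1 set the *cer3* strain beside a wild-type sibling from its own outcross, and replicate 2 did the same for *cer7*, which left n = 2 libraries in each group. The authors aligned the reads with STAR, counted them with RSEM on WBcel235 and deposited counts normalized by DESeq2 for 58941 transcripts of 46739 genes. Division by what 1 read was worth came within 0.1 of a whole number for 100% of the values, at 56996610 to 66563408 reads per library. Gene values are sums over the transcripts of a gene. *sftb-1*, the SF3B1 ortholog, lies at III:4263786–4269270 of WBcel235. Its normalized count was 14219 ± 612 (SD, n = 2) in the wild-type siblings and 14377 ± 944 (SD, n = 2) in K718E, a log2 fold change of 0.02 (SE 0.0884, adjusted p = 0.937 from limma). Without K718E replicate 2 this change was −0.05. The allele replaces codons, so the number of *sftb-1* reads does not check the labels. The 22521 transcripts and 15840 genes with a mean of at least 10 were tested by limma on log2(value + 1), with Benjamini-Hochberg adjustment over all of them and a threshold of 0.05. A fold change on this scale understates the change of low genes. In simulated data built from these libraries, 73.1% of the genes changed 2-fold were recovered, and 26.9% of the transcripts, with 26 of 176 gene calls and 19 of 80 transcript calls false. Only 67, 67 and 66 features were changed there, by 1.5-, 2- and 4-fold, so these shares need not hold where more features change. Between replicates, 1.18% of the genes differed more than 2-fold in the wild-type siblings and 2.87% in K718E. The splicing tables that the authors deposited list each event with its coordinates, read numbers and inclusion level in every library. The paper counted junction and exon body reads for K718E, and the L2 tables hold junction reads by their headers.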

We investigated in *C*. *elegans* the transcriptional consequences of the K718E mutation, an equivalent of the most frequent *SF3B1* mutation K700E, by RNA-seq of two different strains with two independent K718E alleles (*cer3* and *cer7*) and their WT siblings at the L4 stage. Then, we used rMATS for robust detection of differential AS events between mutant and WT worms [33]. Using both splice junction and exon body reads, our analysis detected 21,985 AS events, of which 134 were significantly altered (FDR < 0.05) (S1 Table). 

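Exons of *Y69H2.3* and of *acdh-2*, which encodes an acyl-CoA dehydrogenase, were included less often in K718E than in the wild-type siblings. An exon of *fbn-1*, a gene for a fibrillin-like matrix protein, was listed with higher inclusion in K718E, on few reads. In the authors' deposited table, the 134 events were 88 SE, 18 alternative 5’ splice site (A5’SS), 14 alternative 3’ splice site (A3’SS), 10 retained intron (RI) and 4 mutually exclusive exon (MXE) events. Inclusion of the *Y69H2.3* exon at V:18661622–18661711 went from 0.627 to 0.440 in the authors' deposited table. The library with the fewest reads for it held 164. For *acdh-2*, inclusion of the exon at II:5545807–5545872 went from 0.901 to 0.704 in the authors' deposited table. Its lowest read number was 47. The *fbn-1* exon at III:7634818–7634886 went from 0.103 to 0.879 in the authors' deposited table. A single read stood behind it in 1 of the K718E libraries. Neither *Y69H2.3* nor *acdh-2* passed limma as a gene in K718E. Their log2 fold changes were −0.40 (adjusted p = 0.212 from limma) and 0.13 (adjusted p = 0.572 from limma). Inclusion levels recomputed from the reads of 1008 events in all the splicing tables differed from the listed ones by at most 0.00132.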

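Among events with at least 10 reads in every library, SE events of *rpa-4* had the largest changes of inclusion in K718E. This gene codes for a subunit of replication protein A. Other altered transcripts came from *osm-7*, *clec-180*, a gene of the C-type lectin family, *F26B1.2* and *atn-1*, which encodes the muscle alpha-actinin. An *rpa-4* exon at I:5510450–5510642 went from an inclusion of 0.446 in the wild-type siblings to 0.921 in K718E in the authors' deposited table. Its lowest library held 15 reads. Its acceptor event at I:5510243–5510642 went from 0.703 to 0.976 in the authors' deposited table. Use of the longer *osm-7* exon at III:13579517–13579759 went from 1 to 0.659 in the authors' deposited table. Among RI events in the authors' deposited table, retention in *clec-180* went from 0.857 to 0.487 and retention in *F26B1.2* went from 0.222 to 0.442. The *atn-1* pair of exons at V:12480687–12480888 had at least 1370 reads in every library, and in the authors' deposited table it went from 0.482 to 0.598. Many events rested on few reads. Past an inclusion difference of 0.1 there were 78 events (44 SE, 16 A5’SS, 9 A3’SS, 7 RI and 2 MXE). At least 10 reads in every library, with both K718E libraries on the same side of both wild-type libraries, stood behind 27 of these SE events, 3 of the A5’SS, 2 of the A3’SS, 2 of the MXE and 3 of the RI events. Together these were 37 of the 78, and 28 had at least 20 reads in every library. The median of the 78 events held 8 reads in its lowest library.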

A more restricted cut-off (inclusion level difference > 0.1), similar to that used in a previous rMATS analysis of *SF3B1*-mutated samples [32], reduced the list of significant AS events to 78, with skipped exon (SE) being the most frequent event (Fig 2A and 2B).

**Fig 2:**
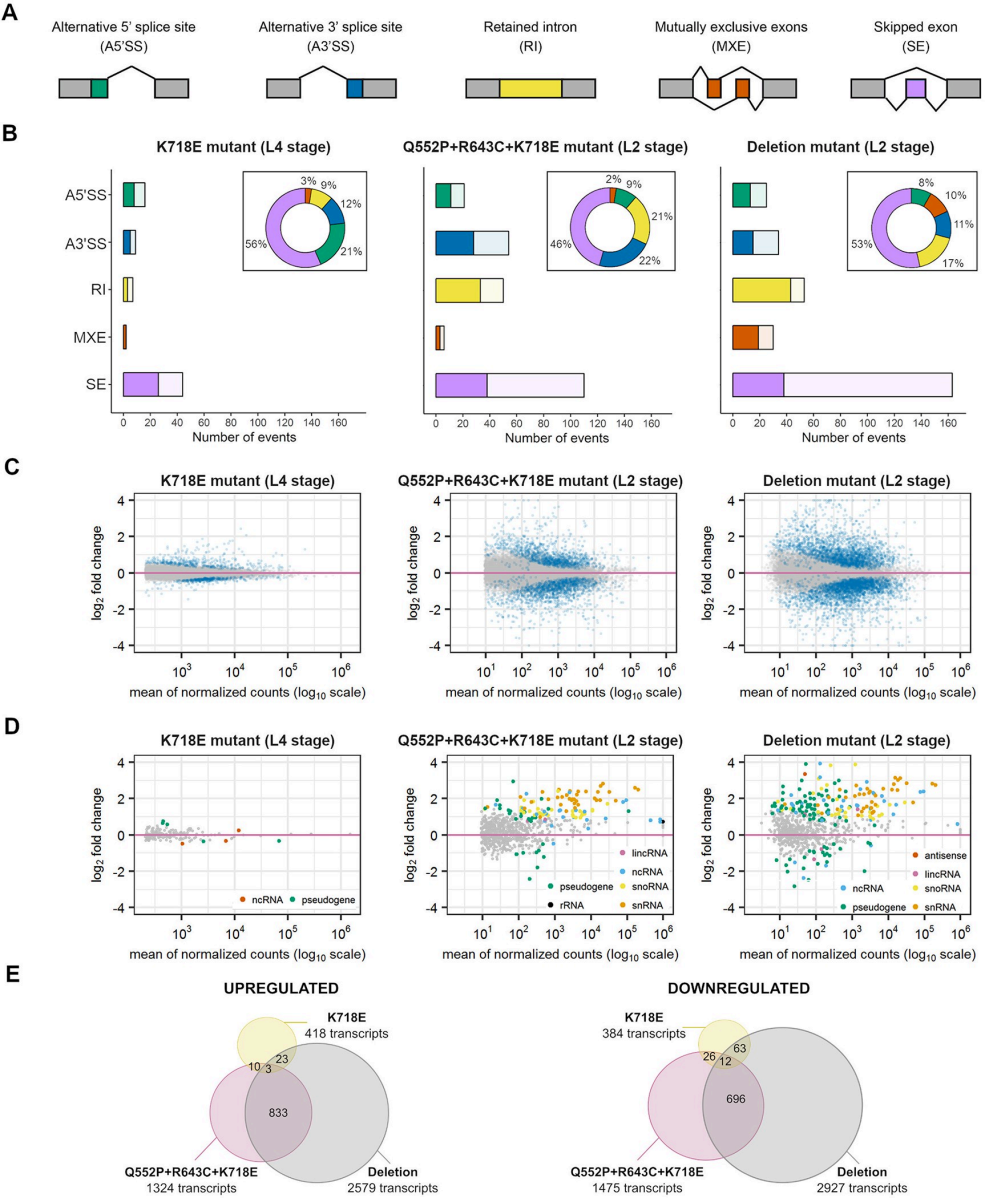
Different *sftb-1* mutations induce alternative splicing and gene expression alterations. (A) Types of AS events. Gray boxes represent constitutive exons, while colored boxes represent alternatively spliced exons. (B) Total number of significant (FDR<0.05) AS alterations detected by rMATS with an inclusion level difference > 0.1. Event types are color coded as in panel A. Light colors represent AS events that were significantly more included in WT samples, while dark colors symbolize splicing alterations associated to mutant samples. Inset doughnut charts show the distribution of significant events by event type. In the three mutants, skipped exon (SE) was the most predominant alteration. (C) MA-plots displaying changes in protein-coding transcript expression levels (corrected log_2_ fold change) over the mean of normalized counts, analyzed by DESeq2. Significant transcripts (padj<0.05) are colored in blue. (D) MA-plots of expression changes in non-coding transcripts, represented as in panel C. Transcripts that are significantly deregulated are colored by transcript type. (E) Venn diagrams showing the overlap between transcripts that are upregulated (left) or downregulated (right) in the three datasets. The number of transcripts at the intersections is shown, as well as the total number of significantly up- or downregulated transcripts in each mutant strain (padj<0.05).

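In *cer39* and *cer6*, introns were altered more often than exons for the number detected, and in *cer39* acceptor sites were too. In K718E, exons were altered more often than acceptor and donor sites. The authors' deposited tables held 44 SE events past the inclusion difference of 0.1 in K718E, 56.4% of the events (exact 95% confidence interval 44.7% to 67.6%). The authors' deposited tables held 110 such SE events in *cer39*, 45.6% of the events (exact 95% confidence interval 39.2% to 52.2%). In *cer6*, the authors' deposited tables held 163 of them (exact 95% confidence interval 47.7% to 59.1% of the events). Of the exon events detected, 0.693% were altered in K718E, 2.51% in *cer39* and 3.30% in *cer6*. Of the RI events detected, 11.3% were altered in *cer39* (Fisher's exact test against SE, two-sided, p = 9.2e-16). In *cer6* it was 53 of 434 (Fisher's exact test, p = 3.9e-14). The share of RI events in K718E, 0.483%, did not pass the test against SE (Fisher's exact test, p = 0.471). Of the A3’SS events detected, 7.01% were altered in *cer39* (Fisher's exact test, p = 4.2e-09) and 4.39% in *cer6* (Fisher's exact test, p = 0.137). In K718E the share of A3’SS events was 0.132% (Fisher's exact test, p = 2.3e-07). A5’SS events were altered less often than SE in K718E, at 0.241% (Fisher's exact test, p = 1.4e-04), and more often in *cer39*, at 4.59% (Fisher's exact test, p = 0.0145). Against SE in *cer6*, A5’SS events reached 5.54% (Fisher's exact test, p = 0.0214) and MXE events 5.55% (Fisher's exact test, p = 0.0132). MXE events did not pass the test against SE in K718E, at 0.274% (Fisher's exact test, p = 0.229), or in *cer39*, at 1.43% (Fisher's exact test, p = 0.240). These 12 p-values were not adjusted, and events of a gene are not independent. The authors' deposited summary gives 21985 detected events for K718E at L4, 6477 for *cer39* and 7143 for *cer6* at L2, so shares of detected events compare within a stage.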

Then, we investigated whether the two *sftb-1* alleles associated with a visible phenotype (the triple mutation allele *cer39*, and the deletion allele *cer6)* primarily induced cryptic 3’ splice site selection. It is worth noting that, in this experiment, larvae were harvested and processed for RNA isolation at the L2 stage to avoid possible indirect effects due to developmental defects observed after this stage. Both alleles were associated with a high number of deregulated AS events as determined by rMATS, and the predominant alteration was also exon skipping (Fig 2B).

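The L2 libraries held total RNA of whole larvae grown for 23 h, from which ribosomal RNA had been removed by hybridization. Each of wild type (N2), *cer39* and *cer6* gave n = 2 libraries. Wild-type and *cer6* larvae had been collected by a flow sorter, *cer6* as the homozygotes without the red balancer, and *cer39* larvae had not been sorted. Sorting and the *cer39* allele cannot be told apart in these libraries. *sftb-1* was read first as a check of the labels. Its normalized count was 6687 ± 756 (SD, n = 2) in wild type and 3404 ± 248 (SD, n = 2) in *cer6*, a log2 fold change of −0.97 (SE 0.129, adjusted p = 0.00592 from limma). The *cer6* deletion removes 29 nucleotides, so most of the reads counted lie outside it. In *cer39*, whose 3 changes are missense, the count was 7019 ± 444 (SD, n = 2) and the log2 fold change 0.07 (SE 0.129, adjusted p = 0.736 from limma). Without wild-type replicate 1 the *cer39* change was −0.04. Values made in the way described for L4 covered 23421 transcripts of 15355 genes, at 45313448 to 76420128 reads per library. A single fit over the 6 libraries tested 22811 transcripts and 15011 genes. Ribosomal RNA still took up to 24.1% of the reads in wild type, 29.9% in *cer39* and 26.6% in *cer6*. The wild-type libraries stood apart from each other, with a median difference of 0.251 between them on the log2 scale over all genes, against 0.156 in *cer39* and 0.218 in *cer6*. In simulated data built from the *cer39* comparison, 11.9% of the genes changed 2-fold and 93.9% of those changed 4-fold were recovered. As at L4, few features were changed there, so recovery with more changes was not gauged.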

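Exons of *swp-1*, which encodes a splicing regulator with SWAP domains, were left out more often in *cer39* and in *cer6* than in wild type. An exon of *math-41* was left out in *cer6*, and one of *pef-1*, a phosphatase gene, was included more often in *cer39*. Introns of *cids-2* were retained more often in *cer39*, and an intron of *ZC434.9* in *cer6*. The choice between exclusive exons shifted in *let-2*, for a chain of type IV collagen, in *cer39* and in *fbl-1*, for fibulin, in *cer6*. Inclusion of the *swp-1* exon at III:5704688–5704747 went from 0.840 to 0.359 in the authors' deposited table for *cer39*, and to 0.188 in that for *cer6*. The *math-41* exon at II:1825810–1825947 went from 0.897 to 0.202 in the authors' deposited table for *cer6*. That of *pef-1* at III:925381–925575 went from 0.484 to 0.884 in the authors' deposited table for *cer39*. Retention in *cids-2* went from 0.199 to 0.670 in the authors' deposited table for *cer39*, and retention in *ZC434.9* went from 0.384 to 0.831 in that for *cer6*. Of the exclusive exons in the authors' deposited tables, those of *let-2* went from 0.297 to 0.496 in *cer39*, with at least 1484 reads in every library, and those of *fbl-1* went from 0.633 to 0.849 in *cer6*. Of the SE events past a difference of 0.1, 72 of 110 had lower inclusion in *cer39* (65.5%, exact two-sided binomial p = 0.00153). This call ended with 1 event per gene and type (exact binomial p = 0.0725) and over a difference of 0.2 (exact binomial p = 0.188). In *cer6* this held for 125 of 163 (76.7%, exact binomial p = 5.0e-12), against 18 of 44 in K718E (40.9%, exact binomial p = 0.291). Without a minimum difference the share in K718E was 31.8% (exact binomial p = 8.5e-04), a test that counts several events of a gene, as in *rpa-4*, separately. Past a difference of 0.1 and with 1 event per gene and type, 17 K718E events had lower and 19 higher inclusion. The direction of SE events differed between K718E and *cer39* (Fisher's exact test, p = 0.00666) and between K718E and *cer6* (Fisher's exact test, p = 1.4e-05). The former did not hold over a difference of 0.2 (Fisher's exact test, p = 0.121) or with 1 event per gene and type (Fisher's exact test, p = 0.234). Of the RI events, 33 of 50 had higher retention in *cer39* (66%, exact binomial p = 0.0328) and 43 of 53 in *cer6* (81.1%, exact binomial p = 5.6e-06). The RI call in *cer39* ended with at least 10 reads in every library (exact binomial p = 0.104), with at least 20 (exact binomial p = 0.174) and over a difference of 0.2 (exact binomial p = 0.508). The acceptor events mostly joined nearby sites, a median of 9 nucleotides apart in *cer39* and 10 in *cer6*, and the distance was a multiple of 3 in 42 of 54 and in 28 of 34. Skipped exons had a length that was a multiple of 3 in 70.9% of the events in *cer39* and 71.8% in *cer6*. At least 10 reads in every library, with the libraries of the groups apart, stood behind 221 of 241 events in *cer39* and 277 of 305 in *cer6*.

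**Figure D1:**
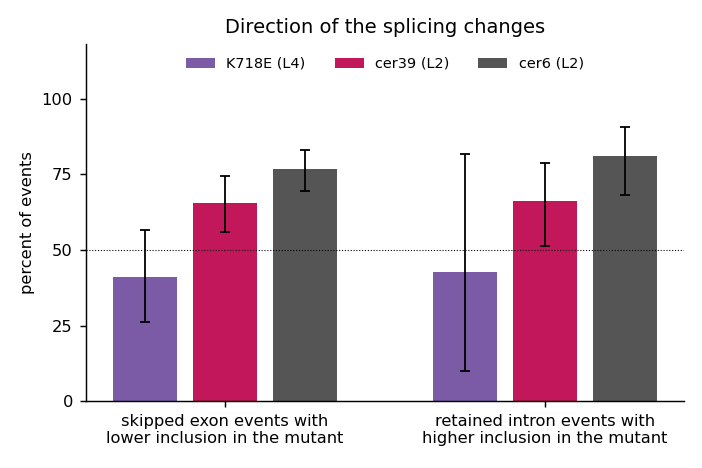
Bars give the percent of SE events with lower inclusion and of RI events with higher retention in K718E, *cer39* and *cer6*, from events past an FDR of 0.05 and an inclusion difference of 0.1. Error bars are exact 95% confidence intervals and the dotted line marks 50%. The bars of *cer6* stand at 76.7% and 81.1%, above the line.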

We then explored if there were differentially expressed protein-coding (Fig 2C) and non-coding (Fig 2D) transcripts in the three RNA-seq datasets (S2 Table). 

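Small non-coding RNAs of the splicing and rRNA-modifying machinery were higher in both L2 mutants. Genes for U snRNAs and C/D and H/ACA snoRNAs rose, and none of them fell. Most histone genes that passed rose too, among them *his-32* and *his-33*, whose mRNAs normally lack a poly(A) tail. Coding transcripts and genes changed in both directions. In *cer39*, 30 of 49 snRNA genes rose past the threshold (41 adjusted over the list alone), with a median log2 fold change of 2.18 (camera adjusted p = 8.9e-21, limma). With an estimated correlation the adjusted p = 0.499. In *cer6*, 34 of 49 rose (40 adjusted over the list alone), with a median of 2.34 (camera adjusted p = 1.5e-14, or adjusted p = 0.643 with an estimated correlation). Of 99 snoRNA genes, 8 rose in *cer39* (18 adjusted over the list alone) and the median was 1.00 (camera adjusted p = 7.2e-14, or adjusted p = 0.499 with an estimated correlation). In *cer6*, 17 snoRNA genes rose (14 adjusted over the list alone), with a median of 0.81 (camera adjusted p = 9.8e-09, or adjusted p = 0.794 with an estimated correlation). snRNAs and snoRNAs together took 0.412% and 0.527% of the reads in wild type, 1.78% and 1.91% in *cer39*, and 1.73% and 2.77% in *cer6*. *his-33* went from 38 ± 7 (SD, n = 2) in wild type to 232 ± 52 (SD, n = 2) in *cer39*, a log2 fold change of 2.55 (SE 0.24, adjusted p = 0.0162 from limma). Of 61 histone genes, 26 rose in *cer39* (36 adjusted over the list alone) and 21 rose and 5 fell in *cer6* (22 and 6 adjusted over the list alone). Short genes as a whole stood higher in *cer39*, with 91 up and 20 down and a median of 0.24 among those whose longest transcript is under 500 nucleotides. Histone copies share reads, so values of single copies are uncertain. Of the transcripts, 110 coding ones rose and 86 fell in *cer39*, and 18 non-coding ones rose and 1 fell. In *cer6*, 1485 coding transcripts rose and 1584 fell, and 108 non-coding ones rose and 15 fell. In K718E 2 coding transcripts rose, and none of 574 non-coding ones passed limma (0 up and 0 down). Over all transcripts of K718E, edgeR passed 0 and DESeq2 819, and 2993 had an unadjusted p under 0.05 in limma. Of the 215 transcripts changed in *cer39*, 52 belonged to genes that did not pass limma, and in *cer6* 367 of 3192 did. Without *cer39* replicate 1 or 2, 0 snRNA, snoRNA and histone genes passed in *cer39*. Without *cer6* replicate 1 or 2, 18 snoRNA genes rose in *cer39*. Without wild-type replicate 2, 5 snoRNA genes rose in *cer39*. Without *cer6* replicate 1, 4 snRNA genes fell and 10 snoRNA and 6 histone genes rose in *cer6*. Without *cer6* replicate 2, 43 snoRNA and 13 histone genes rose in *cer6*, and without wild-type replicate 2, *cer39* replicate 1 or *cer39* replicate 2, 12, 13 and 13 histone genes did.

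**Figure D2:**
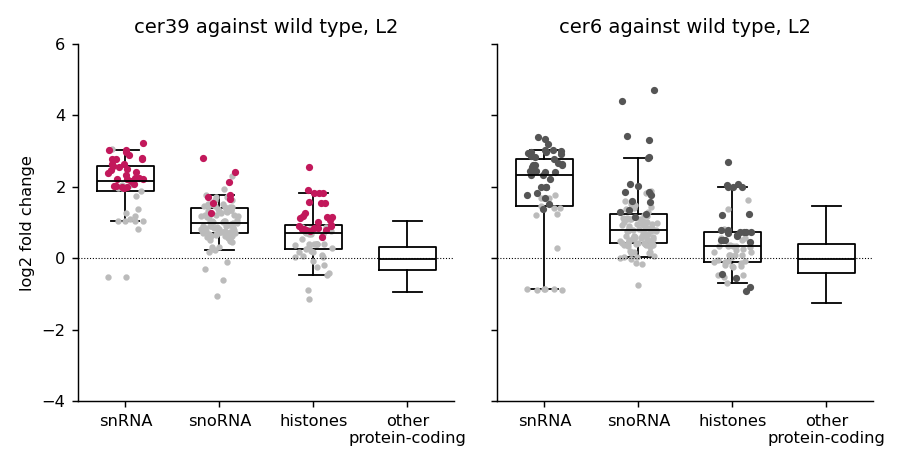
The y axis gives the log2 fold change of each gene against wild type for snRNAs, snoRNAs and histones in *cer39* and *cer6*. Boxes show the quartiles and median, whiskers the 5th to 95th percentiles, and coloured points are genes that passed limma. *his-58*, listed at 0 in *cer6*, lies below the axis.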

As expected, the highest number of significantly altered transcripts was observed in the *cer6* allele.

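Genes that rose in *cer6* included *clc-32*, a claudin-like gene, *fbxa-163* for an F-box protein, the lectin genes *clec-13* and *clec-15*, and *numr-2*, which responds to metals and to disturbed RNA processing. Genes that fell included 12 of the *fipr-* family, related to fungus-induced peptides, the cuticle collagen *col-93* and the histone *his-58*. *fbxa-163* rose in *cer39* as well. *clc-32* went from 3 ± 0 (SD, n = 2) in wild type to 1070 ± 241 (SD, n = 2) in *cer6*, a log2 fold change of 8.23 (SE 0.262, adjusted p = 7.9e-04 from limma). *fbxa-163* reached 1583 ± 62 (SD, n = 2) in *cer6*, with a log2 fold change of 7.79 (adjusted p = 7.9e-04 from limma), and 4.36 in *cer39* (adjusted p = 0.0101 from limma). *clec-15* reached 3000 ± 15 (SD, n = 2), a change of 6.22, and *clec-13* 6.38 on the same scale. *clec-13* was named after its value had been seen. *numr-2* rose by 6.03 (adjusted p = 0.0021 from limma), and *numr-1*, which may share its reads, by 5.64. *F47B3.4* and *zig-13* were listed at 0 in both wild-type libraries and reached 188 ± 10 and 106 ± 33 (SD, n = 2) in *cer6*. *fipr-10* went from 819 ± 202 to 11 ± 10 (SD, n = 2), a log2 fold change of −6.28 (adjusted p = 0.00268 from limma). Of 17 *fipr-* genes, a family singled out after its values had been seen, 12 fell in *cer6* and 0 passed in *cer39*. *col-93* went from 41538 ± 1750 to 1441 ± 421 (SD, n = 2), a change of −4.88. *his-58* went from 1958 ± 1159 (SD, n = 2) to being listed at 0 in both *cer6* libraries. At a threshold of 0.05 in limma, 2067 genes rose and 2075 fell in *cer6*, 618 rose and 456 fell in *cer39*, and 62 rose and 1 fell in K718E. DESeq2 passed 455 K718E genes up and 417 down. Of the transcripts, 3192 passed in *cer6*, 215 in *cer39* and 2 in K718E. Both of these rose, with a log2 fold change of 2.61 for *unc-22* transcript ZK617.1g.2 and 2.17 for *ketn-1* transcript F54E2.3a (adjusted p = 0.0473 from limma for each). These counts changed with the fit and when single libraries were left out. Leaving out a library also leaves fewer libraries to estimate the spread, even where that library is outside the comparison. With limma on only the 4 libraries compared, 410 genes passed in *cer39* and 2473 in *cer6*. A loss of calls therefore need not point at the library left out. With the replicate block, 0 transcripts and 625 genes passed in K718E (463 genes up and 162 down). Without K718E replicate 1 or 2, 1075 and 5173 genes passed in K718E (522 and 2684 of them down), and without wild-type replicate 2, 207 did. No K718E transcript passed in any fit that left a library out (0 in each). No *cer39* gene passed without *cer39* replicate 1 (0) or 2 (0), and 414 and 416 passed without *cer6* replicate 1 and 2. Transcripts of *cer39* numbered 0 without wild-type replicate 1 or 2, or *cer6* replicate 1 or 2. They numbered 1 and 2 without *cer39* replicate 1 and 2. Genes of *cer6* numbered 2443 and 2460 without *cer39* replicate 1 and 2, and 1891 and 1944 without *cer6* replicate 1 and 2. Transcripts of *cer6* numbered 1494 and 1649 without wild-type replicate 1 and 2, 1295 and 1320 without *cer39* replicate 1 and 2, and 610 and 470 without *cer6* replicate 1 and 2.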

A functional enrichment analysis uncovered biological pathways that were significantly affected by the distinct *sftb-1* alleles (S4 Fig). 

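Genes of the sarcomere and of muscle attachment rose in K718E. They included *unc-22* for twitchin, *ketn-1* for kettin, *ttn-1* for titin and *unc-89* for obscurin, the giant proteins of the muscle fiber. The matrix protein genes *dig-1*, *him-4* for hemicentin and *epi-1* for a laminin chain rose too. The pharyngeal myosin genes *myo-1* and *myo-2* and the neuropeptide-processing gene *egl-3* were also higher. *unc-22* at IV:11972697–12011007 went from 13756 ± 394 (SD, n = 2) in the wild-type siblings to 54139 ± 994 (SD, n = 2) in K718E, a log2 fold change of 1.98 (SE 0.0815, adjusted p = 5.4e-05 from limma). *ketn-1* at V:2781939–2807860 went from 8158 ± 530 to 33483 ± 998 (SD, n = 2), a log2 fold change of 2.04 (SE 0.0868, adjusted p = 5.4e-05 from limma). *dig-1* rose by 1.90, *ttn-1* by 1.89, *him-4* by 1.79, *unc-89* by 1.76 and *epi-1* by 1.51 on the log2 scale. *myo-2* rose by 1.27 and *myo-1* by 1.12 on that scale. *egl-3* rose by 0.55 (adjusted p = 0.0422 from limma). Of the genes that passed limma, *ZC262.2* at III:8332062–8333574 fell, from 2516 ± 72 to 1361 ± 94 (SD, n = 2), a log2 fold change of −0.89 (adjusted p = 0.00901 from limma). It was the only one of the 63 to fall, while 417 fell with DESeq2, 162 with the replicate block and 2684 without K718E replicate 2. Of 42 genes of the sarcomere and of muscle attachment, listed before the files were opened, 14 rose and 0 fell (31 and 0 adjusted over the list alone). Values of *unc-22*, *unc-89*, *ketn-1*, *ttn-1*, *unc-52* and *tnt-3* had been seen in the paper's supplementary tables before the list was made. The median of the list was 0.42 (camera adjusted p = 7.2e-30 from limma, or adjusted p = 0.610 with an estimated correlation). With the replicate block 25 of these genes rose, and without K718E replicate 2 34 did. Markers of the germ line lay lower (37 of 43, median −0.15, camera adjusted p = 5.1e-05 from limma, or adjusted p = 0.735 with an estimated correlation), a call that ended without K718E replicate 1. All 38 genes of DNA replication lay lower (median −0.24, camera adjusted p = 7.4e-10 from limma, or adjusted p = 0.735 with an estimated correlation). Of 13 pharyngeal genes 2 rose (6 adjusted over the list alone), and of 26 neuron genes 1 rose (8 adjusted over the list alone). With the replicate block 2 neuron genes and 27 cuticle collagens rose, against 0 of 142 collagens without it. Without K718E replicate 1, 8 neuron genes and 3 collagens rose, and without K718E replicate 2, 9 neuron genes, 8 pharyngeal genes and 85 collagens did. Without wild-type replicate 1 or 2 no neuron gene rose (0), and without wild-type replicate 2, 2 collagens did. Longer transcripts stood higher in K718E, with a median change of 0.30 for 80 genes whose longest transcript has at least 8000 nucleotides and −0.09 for 1144 genes under 500 nucleotides.

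**Figure D3:**
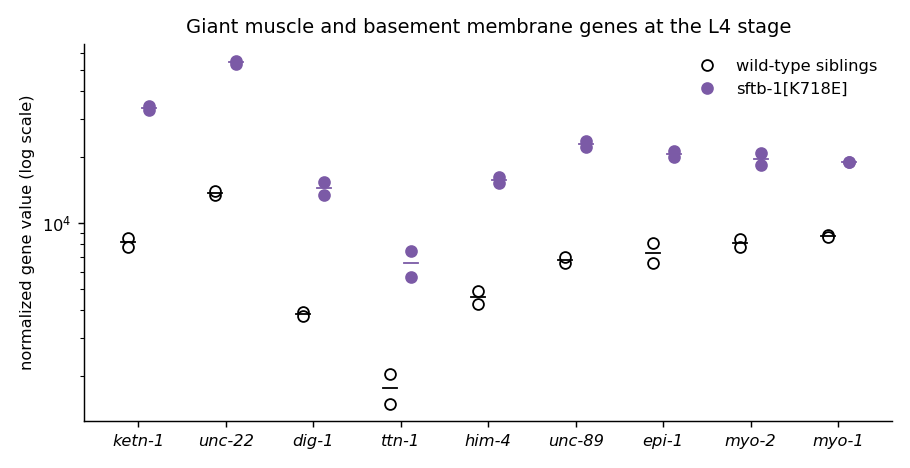
The y axis is the normalized count on a log scale for 9 muscle and matrix genes that rose in K718E. Open points are the wild-type sibling libraries, filled purple points the K718E libraries, and lines the means (n = 2 in each). Both K718E libraries lie above both wild-type libraries for every gene.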

The K718E mutation caused the downregulation of transcripts related to mitochondrial functions, which were also downregulated by the deletion allele *cer6*. Both *cer39* and *cer6* alleles induced the upregulation of transcripts involved in mRNA processing, and the downregulation of different metabolic pathways. Thus, it seems that the common reaction to an impaired splicing is to increase the splicing components and reduce the metabolism.

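Genes for mitochondrial ribosomal proteins and for the respiratory chain fell in *cer6*. Among them were *mrps-9* and *mrps-34* of the small ribosomal subunit, *nduf-6* of complex I and *atp-5* of the ATP synthase. The mitochondrial chaperone genes *hsp-6* and *hsp-60* fell too. In K718E the same lists lay slightly lower and no gene of theirs passed the test. *mrps-9* went from 2574 ± 250 (SD, n = 2) in wild type to 1261 ± 106 (SD, n = 2) in *cer6*, a log2 fold change of −1.03 (SE 0.121, adjusted p = 0.00436 from limma). *nduf-6* went from 4829 ± 305 to 2370 ± 93 (SD, n = 2), a log2 fold change of −1.03 (SE 0.102, adjusted p = 0.00298 from limma). *atp-5* changed by −0.80, *hsp-60* by −1.53 and *hsp-6* by −1.19 on the log2 scale. In *cer6*, 59 of 70 mitochondrial ribosomal protein genes fell (67 adjusted over the list alone), with a median of −0.65 (camera adjusted p = 1.1e-19 from limma, or adjusted p = 0.643 with an estimated correlation). Of 70 nuclear genes for subunits of oxidative phosphorylation, 55 fell (67 adjusted over the list alone), with a median of −0.58 (camera adjusted p = 2.7e-18 from limma, or adjusted p = 0.450 with an estimated correlation). None of the 12 mRNAs encoded by the mitochondrial genome passed in *cer6* (median 0.02, 0 up and 0 down). Markers of the germ line lay lower in *cer6* too (36 of 42, median −0.53, camera adjusted p = 5.6e-04 from limma, or adjusted p = 0.830 with an estimated correlation). In K718E, 68 of 70 mitochondrial ribosomal protein genes lay lower, by a median of −0.19 (camera adjusted p = 1.0e-11 from limma, or adjusted p = 0.696 with an estimated correlation). None of them passed limma (0), and 12 did when adjusted over the list alone. DESeq2 passed 12 of them and the replicate block 1. *mrpl-23* went from 2065 ± 64 to 1521 ± 53 (SD, n = 2), a log2 fold change of −0.44 (adjusted p = 0.117 from limma). Of 71 nuclear oxidative phosphorylation genes, 52 lay lower, by a median of −0.07 (camera adjusted p = 0.00286 from limma, or adjusted p = 0.735 with an estimated correlation). None of these passed limma (0), also when adjusted over the list alone (0), and DESeq2 passed 3. All 12 mRNAs of the mitochondrial genome lay lower, by a median of −0.20 (camera adjusted p = 1.5e-04 from limma, or adjusted p = 0.610 with an estimated correlation). Markers of the germ line (median −0.15), genes of DNA replication (median −0.24) and genes under 500 nucleotides (median −0.09) lay lower in K718E as well. Without K718E replicate 1 or 2, 17 and 26 mitochondrial ribosomal protein genes passed in K718E, and 5 and 9 oxidative phosphorylation genes. Without wild-type replicate 1 of L4, the camera adjusted p of the latter list was 0.269. In *cer6*, the ribosomal list numbered 37 without either *cer39* library and 21 without *cer6* replicate 2. The oxidative phosphorylation list in *cer6* numbered 33 without wild-type replicate 2, 32 and 33 without *cer39* replicate 1 and 2, and 20 and 18 without *cer6* replicate 1 and 2.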

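Factors of the spliceosome rose in both L2 mutants. In *cer39* they included the Sm genes *snr-5* and *snr-7* and *rnp-6*, the ortholog of PUF60. In *cer6* the helicase genes *ddx-46* and *ddx-23* rose, and so did *teg-4*, which encodes a partner of SFTB-1 in SF3B, and *uaf-2*, the small subunit of U2AF. Genes of methionine and one-carbon metabolism fell in both, such as *metr-1* for methionine synthase and *mthf-1*. Genes of fatty acid breakdown and of the citric acid cycle fell with them, among them *acs-2*, *ech-6*, *kat-1* and *sucg-1*. *rnp-6* went from 2344 ± 265 (SD, n = 2) in wild type to 4448 ± 6 (SD, n = 2) in *cer39* and 8561 ± 201 (SD, n = 2) in *cer6*. Its log2 fold change was 0.93 in *cer39* (SE 0.115, adjusted p = 0.0198 from limma) and 1.87 in *cer6* (adjusted p = 0.00139 from limma). *snr-7* rose by 1.34 in *cer39*, *snr-5* by 0.98, *rsp-7* by 0.89 and *smr-1* by 0.76 on the log2 scale. *ddx-23* went from 3001 ± 158 (SD, n = 2) to 9767 ± 335 (SD, n = 2) in *cer6*. *ddx-46* rose there by 1.84, *smr-1* by 1.61, *teg-4* by 1.19, *uaf-2* by 1.01 and *tos-1* by 0.86 on that scale. In *cer39* *teg-4* did not pass (0.35, adjusted p = 0.0984 from limma), nor did *uaf-2* (0.50, adjusted p = 0.0681 from limma). *mog-2* did not pass in *cer6* (0.34, adjusted p = 0.0592 from limma), and the SR protein genes *rsp-2* and *rsp-6* fell there. Of the 104 splicing factors in the paper's RNAi screen, 27 rose and 0 fell in *cer39* (54 and 1 adjusted over the list alone), with a median of 0.36 (camera adjusted p = 2.1e-13 from limma, or adjusted p = 0.499 with an estimated correlation). In *cer6*, 68 of them rose and 5 fell (72 and 8 adjusted over the list alone), with a median of 0.80 (camera adjusted p = 1.8e-14 from limma, or adjusted p = 0.643 with an estimated correlation).
*metr-1* went from 52254 ± 9281 (SD, n = 2) in wild type to 9264 ± 452 (SD, n = 2) in *cer39*, a log2 fold change of −2.49 (SE 0.16, adjusted p = 0.0107 from limma), and changed by −1.33 in *cer6*. *mthf-1* changed by −1.88 and *cth-1* by −2.38 in *cer39*, and *pmt-2*, for making phosphatidylcholine, by −1.58 in *cer6*, on the log2 scale. *acs-2* went from 13942 ± 629 (SD, n = 2) to 4535 ± 767 (SD, n = 2) in *cer39* and 3760 ± 758 (SD, n = 2) in *cer6*. *ech-6* changed by −2.58 and the transhydrogenase gene *hphd-1* by −3.50 in *cer39*. *kat-1* fell by 1.03 in *cer39* and by 1.36 in *cer6*, and *sucg-1* by 1.03 in *cer6*, on the log2 scale. Of 14 genes of one-carbon and methionine metabolism, 7 fell and 1 rose in *cer39* (9 and 1 adjusted over the list alone), and 10 fell in *cer6* (10 adjusted over the list alone). The median of this list was −0.96 in *cer39* (camera adjusted p = 8.6e-05 from limma, or adjusted p = 0.385 with an estimated correlation), and in *cer6* its camera adjusted p from limma was 3.5e-04 (adjusted p = 0.450 with an estimated correlation). Of 40 genes of fatty acid oxidation, 5 fell and 1 rose in *cer39* (19 and 1 adjusted over the list alone), and 15 fell and 1 rose in *cer6* (17 and 1 adjusted over the list alone). The camera adjusted p from limma of this list was 6.5e-08 in *cer39* (adjusted p = 0.385 with an estimated correlation) and 1.6e-05 in *cer6* (adjusted p = 0.450 with an estimated correlation). A list for the citric acid cycle and pyruvate, here called citric acid cycle genes, held *pck-1* too. Its succinate dehydrogenase genes are also in the oxidative phosphorylation list. Of the 30 genes of this list, 6 fell in *cer39* (14 adjusted over the list alone, with a camera adjusted p = 6.9e-09 from limma, or adjusted p = 0.499 with an estimated correlation). In *cer6*, 22 of them fell (27 adjusted over the list alone, with a camera adjusted p = 1.3e-09 from limma, or adjusted p = 0.643 with an estimated correlation). Markers of the germ line lay lower in *cer39* as well (38 of 42, median −0.70, 24 adjusted over the list alone, with a camera adjusted p = 7.5e-11 from limma, or adjusted p = 0.499 with an estimated correlation). Without *cer39* replicate 1 or 2, 0 genes of any of these lists passed in *cer39*. Without *cer6* replicate 1 or 2, 16 splicing factors and 1 citric acid cycle gene passed in *cer39*. Without wild-type replicate 1 or 2, 3 and 1 citric acid cycle genes did. In *cer6*, 5 and 12 citric acid cycle genes and 6 and 6 one-carbon genes passed without *cer6* replicate 1 and 2. From the higher splicing components and the lower metabolic genes, the paper proposes that the common reaction to impaired splicing is to increase the former and reduce the latter.

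**Figure D4:**
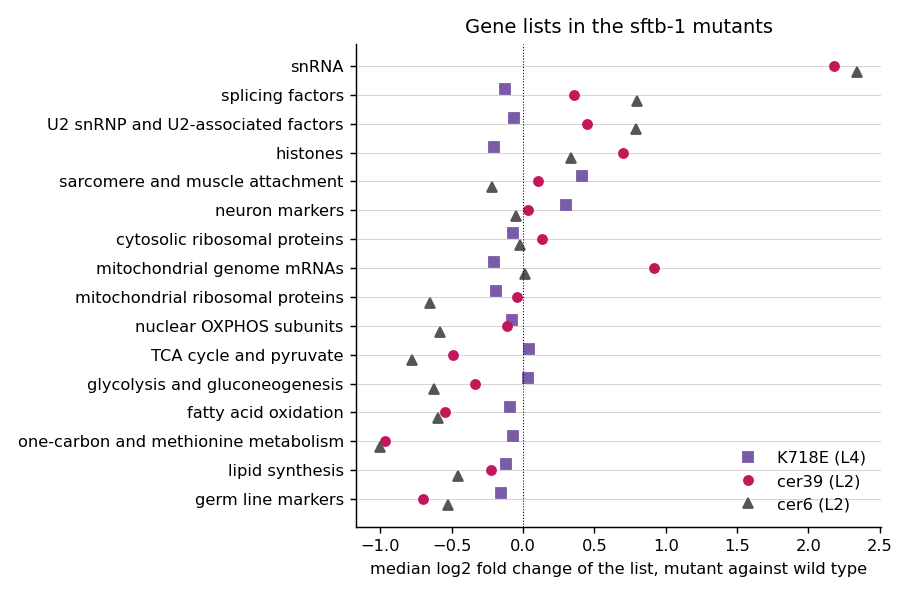
The x axis gives the median log2 fold change of 16 gene lists against wild type, 1 line per list. Squares are K718E, circles *cer39* and triangles *cer6*. The splicing factors lie at 0.36 in *cer39* and 0.80 in *cer6*, and one-carbon and methionine metabolism at −0.96 in *cer39*.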

Interestingly, there is a partial overlap between the transcripts deregulated by the triple mutation allele *cer39* and the deletion allele *cer6* (Fig 2E**).** We also found few AS events that are similarly altered in distinct *sftb-1* mutants. 

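Among the genes that changed in the same direction in *cer39* and *cer6* were the glutathione S-transferase genes *gst-15* and *gst-24*, *numr-2*, *acs-2* and the replication-dependent histone *his-33*. Others moved apart, such as *lep-5*, a long non-coding RNA of developmental timing, and *argk-1* for an arginine kinase, which were much lower in *cer39* than in *cer6*. *gst-24* went from 526 ± 207 (SD, n = 2) in wild type to 4662 ± 631 in *cer39* and 9279 ± 1919 in *cer6* (SD, n = 2 in each). *gst-15* rose by 2.08 in *cer39* (adjusted p = 0.0107 from limma) and by 3.48 in *cer6* (adjusted p = 9.6e-04 from limma), on the log2 scale. Of the genes that passed limma, 455 rose in both alleles and 284 fell in both. Independent lists of these sizes would share 85.1 and 63.0. Another 20 genes passed in opposite directions. Of the transcripts, 105 rose in both and 52 fell in both, where independent lists would share 8.94 and 6.10. Both comparisons used the same 2 wild-type libraries. The covariance of the log2 fold changes over 22811 transcripts was 0.836, against a mean of 0.241 in 100 simulated draws of unchanged groups. In these draws all libraries, the wild-type ones included, varied around the wild-type means, with 1 spread per transcript for every group. Pearson's r across these transcripts, which are not independent replicates, was 0.554, against 0.501 in the simulation. The share with the same sign was 68.4%, against 66.6% simulated. Part of the excess may come from the shared wild-type libraries, which are too few to split. Between them 17.3% of the transcripts differed more than 2-fold, against 10.8% in *cer39* and 13.4% in *cer6*. The draws, with the same spread for every group, may therefore understate that part. Between K718E and *cer39*, 0 genes changed in the same direction and 2 in opposite directions (Fisher's exact test of calls in both, p = 0.323). Between K718E and *cer6*, 3 genes changed in the same direction and 4 in opposite ones (Fisher's exact test, p = 0.00257), fewer in all than independent lists would share. With the replicate block, 7 genes of K718E and *cer39* changed in the same direction out of 25 called in both (Fisher's exact test, p = 0.0167). With the same block, 42 genes of K718E and *cer6* changed in the same direction out of 109 called in both (Fisher's exact test, p = 0.663). With limma, which called 2 K718E transcripts, none was shared by K718E and either other allele (0 and 0). DESeq2 called 132 transcripts in both K718E and *cer39* (Fisher's exact test, p = 0.280), 53 of them in the same direction. It called 200 in both K718E and *cer6* (Fisher's exact test, p = 0.965), 106 of them in the same direction. With *cer39*, 20 rose and 33 fell in both, where independent lists would share 31.5 and 28.6. With *cer6*, 38 rose and 68 fell in both, against 50.5 and 48.6, and the shared falls exceeded that number (Fisher's exact test, p = 0.00310).

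**Figure D5:**
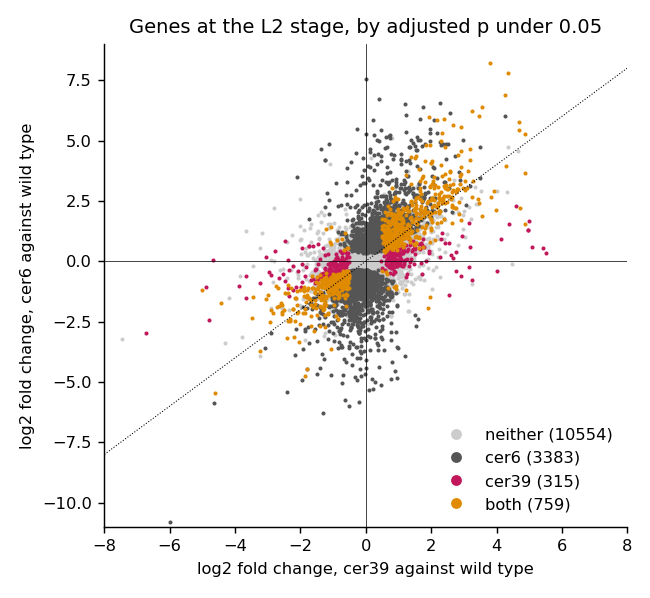
Each point is a gene, with its log2 fold change against wild type in *cer39* on the x axis and in *cer6* on the y axis. Colours mark 759 genes that passed limma in both alleles, 315 in *cer39* only, 3383 in *cer6* only and 10554 in neither, and the dotted line is equality. Most of the genes called in both lie in the lower left and upper right corners.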

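Among events of *cer39* and *cer6* matched by type and coordinates, the skipped exon of *swp-1*, an exon of *unc-89* and exons of *Y69H2.3* were left out more often in both mutants. In both of them the choice between exclusive exons of *ate-1*, which encodes an arginyl-tRNA transferase, shifted, and introns of *acdh-2* were retained more often. In the authors' deposited tables, inclusion of the *unc-89* exon at I:4054476–4054541 went from 0.749 to 0.508 in *cer39* and to 0.514 in *cer6*. The *Y69H2.3* exon at V:18661622–18661711 went from 0.438 to 0.148 in *cer39* and to 0.140 in *cer6* in the authors' deposited tables. The *ate-1* event at I:9614143–9614209 went from 0.137 to 0.291 in *cer39* and to 0.319 in *cer6* in the authors' deposited tables. *acdh-2* retention at II:5546573–5547297 went from 0.299 to 0.611 in *cer39* and to 0.506 in *cer6* in the authors' deposited tables. Few reads stood behind this intron in the mutants, with 76 and 126 in *cer39* and 94 and 9 in *cer6*, against 1656 and 928 in wild type. Of the events past a difference of 0.1, 85 matched between *cer39* and *cer6*, in 72 genes. They made up 35.3% of the events of *cer39* and 27.9% of those of *cer6*. By type, 44 were SE, 22 RI, 10 A3’SS, 7 A5’SS and 2 MXE events. The direction was the same for 81 of them. The change was larger in *cer6* for 58, larger in *cer39* for 25 and equal for 2, with medians of 0.201 in *cer6* and 0.169 in *cer39*. K718E shared 2 SE events with each of the others, in *Y69H2.3* and *fbn-1*, of which 1 had the same direction in both alleles compared. The wild-type L2 libraries enter both comparisons, so part of the match between *cer39* and *cer6* may come from them.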

The largest overlap was again observed between the *cer39* and the *cer6* alleles, which shared 80 deregulated events (S5 Fig). Thus, the additive effect of three missense mutations produces a similar impact on gene expression as the deletion allele but with a considerable number of unique AS changes.

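Compared directly with *cer39*, *cer6* was lower in genes for mitochondrial ribosomal proteins and the respiratory chain, in cuticle collagens such as *col-93* and in the *fipr-* family. It was higher in splicing factors, in *numr-2* and in 14 of 32 *pals-* genes (1 was lower), a family that responds to intracellular pathogens and was singled out after its values had been seen. Genes that rose in *cer39* alone included *hrg-3*, a heme transport gene, *phat-5*, a gene of the pharyngeal glands, and the metallothionein gene *mtl-2*, which stood far higher in *cer39* than in *cer6*. *hrg-3* went from 226 ± 27 (SD, n = 2) in *cer39* to 9 ± 3 (SD, n = 2) in *cer6*, a log2 fold change of −4.49 (SE 0.339, adjusted p = 0.0051 from limma). *phat-5* went from 2574 ± 537 to 140 ± 105 (SD, n = 2), a change of −4.40 (adjusted p = 0.00908 from limma). *mtl-2* went from 2468 ± 224 to 406 ± 95 (SD, n = 2), a change of −2.62 (adjusted p = 0.0051 from limma). Values of *hrg-3*, *phat-5*, *numr-1* and *numr-2* had been seen in the paper's supplementary tables. *lep-5* went the other way, from 574 ± 242 to 7722 ± 394 (SD, n = 2), a change of 3.81 (adjusted p = 0.00594 from limma). *argk-1* stood 2.88 higher in *cer6* on the log2 scale (adjusted p = 0.00988 from limma). *col-93* went from 47829 ± 13108 to 1441 ± 421 (SD, n = 2), and *fipr-7* from 1613 ± 255 to 38 ± 31 (SD, n = 2). In *cer6* against *cer39*, 58 of 70 mitochondrial ribosomal protein genes were lower (68 adjusted over the list alone, with a camera adjusted p = 6.5e-22 from limma, or adjusted p = 0.724 with an estimated correlation). For oxidative phosphorylation 40 of 70 genes were lower (47 adjusted over the list alone), and for cuticle collagens 40 of 125 were lower and 5 higher (42 and 7 adjusted over the list alone). Of 104 splicing factors, 45 were higher and 11 lower (59 and 14 adjusted over the list alone). In all, 1367 genes were higher and 1579 lower in *cer6* than in *cer39*. Of 739 genes changed in the same direction in both alleles, the change was larger in *cer6* for 446, and the direct comparison passed limma for 174 of these and for 32 of the others. Of the transcripts, 822 were higher and 919 lower. Without *cer39* replicate 1 or 2, 0 and 126 genes passed, and 0 and 1 transcripts. Without *cer6* replicate 1 or 2, 536 and 344 genes passed, and 0 and 0 transcripts. Of the mitochondrial ribosomal protein genes, 0 passed without either *cer39* library, and 5 and 0 without *cer6* replicate 1 and 2. The *cer39* larvae had not been sorted, so this comparison holds the sort as well as the allele. A different time in larval development was not tested and cannot be told apart from the allele either. Molting and cuticle collagen genes differed by a median of 0.519 on the log2 scale between the *cer39* libraries and by 0.597 between the *cer6* libraries. Events found in *cer39* and not in *cer6* included a shift of acceptor sites in *nhr-114*, a nuclear hormone receptor gene, and of exclusive exons in *unc-82*. In *cer6* *tos-1*, whose splicing the paper tested in *uaf-2* and *rsp-4* mutants, retained an intron and skipped an exon more often. In the authors' deposited table for *cer39*, *nhr-114* went from 0.694 to 0.347 and *unc-82* from 0.592 to 0.388. In the authors' deposited table for *cer6*, retention in *tos-1* went from 0.494 to 0.631 and inclusion of its exon at V:9343501–9343567 went from 0.861 to 0.714. A difference between *cer39* and *cer6* in the direction of SE events depended on the setting (Fisher's exact test, p = 0.0537 past a difference of 0.1, p = 0.00130 without a minimum difference and p = 0.0115 with 1 event per gene and type). The direction of RI events gave no call between them past a difference of 0.1 (Fisher's exact test, p = 0.116). Of the MXE events for *cer6*, 30 were past a difference of 0.1 in the authors' deposited table, against 6 in that for *cer39*. From the overlap of transcripts and of splicing events, the paper concludes that the 3 missense mutations together act on gene expression much as the deletion does, with many splicing changes of their own.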

In summary, we identified gene expression and AS alterations that are more frequent as *sftb-1* function becomes progressively compromised, with SE being the predominant AS defect.

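The splicing genes *smr-1* and *rnp-6* rose in *cer39* and rose more in *cer6*. The log2 fold change of *smr-1* was −0.06 in K718E (adjusted p = 0.759 from limma), and *cer6* stood 0.86 above *cer39* (adjusted p = 0.00944 from limma). *rnp-6* stood 0.94 above *cer39* in *cer6* (adjusted p = 0.00868 from limma). *teg-4* was −0.14 in K718E (adjusted p = 0.396 from limma) and 0.84 higher in *cer6* than in *cer39*. Of the splicing factors in the RNAi screen, 0 of 104 passed in K718E, where the median was −0.13 (camera adjusted p = 9.1e-07 from limma, or adjusted p = 0.735 with an estimated correlation). With the replicate block 2 of them fell. Without K718E replicate 1 or 2, 4 and 32 of them fell. *mtl-2* and *hrg-3* rose in *cer39* and stood lower in *cer6*. The K718E libraries were of another stage, RNA selection and wild type, so their counts do not rank against those of L2. The number of genes with an altered event past a difference of 0.1 was 62 for K718E, 197 for *cer39* and 238 for *cer6*.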

### A subset of U2 snRNP and U2-associated components synthetically interacts with *sftb-1* mutants

In the search for selective vulnerabilities in *sftb-1* defective backgrounds, we hypothesized that *sftb-1* mutant animals would be more sensitive to knockdown of other splicing factors than their WT counterparts. Based on a previous *C*. *elegans* RNA interference (RNAi) collection of splicing factors [34], we compiled and assayed a total of 104 RNAi clones targeting proteins that act in different steps of the splicing reaction. This led us to identify 27 splicing factors whose knockdown phenotype was enhanced in at least one of the three *sftb-1* single mutants, suggesting possible synthetic interactions. Among the potential candidates, we identified proteins present in pre-catalytic and catalytic spliceosomes, as well as few auxiliary factors, indicating that *sftb-1* missense mutations might impact other steps of the splicing reaction besides early spliceosome assembly (S3 Table).

We selected three U2 snRNP components, including *sftb-1*, and two U2-associated proteins for further validation based on their presence in the U2 snRNP and the phenotypes observed (Fig 3A). The identification of *sftb-1* as a candidate certified our approach since it demonstrated that any RNAi affecting *sftb-1*-related functions would have a stronger effect on *sftb-1* mutants. Since a partial loss-of-function mutant for the candidate *teg-4* was available, we proceeded to validate the interaction between *sftb-1* mutations and *teg-4*, the *C*. *elegans* ortholog of *SF3B3*, which physically interacts with SF3B1 HEAT repeats 3, 5, and 6 [29]. We found that the K718E mutation exacerbated the phenotype of *teg-4(oz210)* at 20°C [35], whereas the Q552P mutation did so to a lesser extent (Fig 3B).

**Fig 3:**
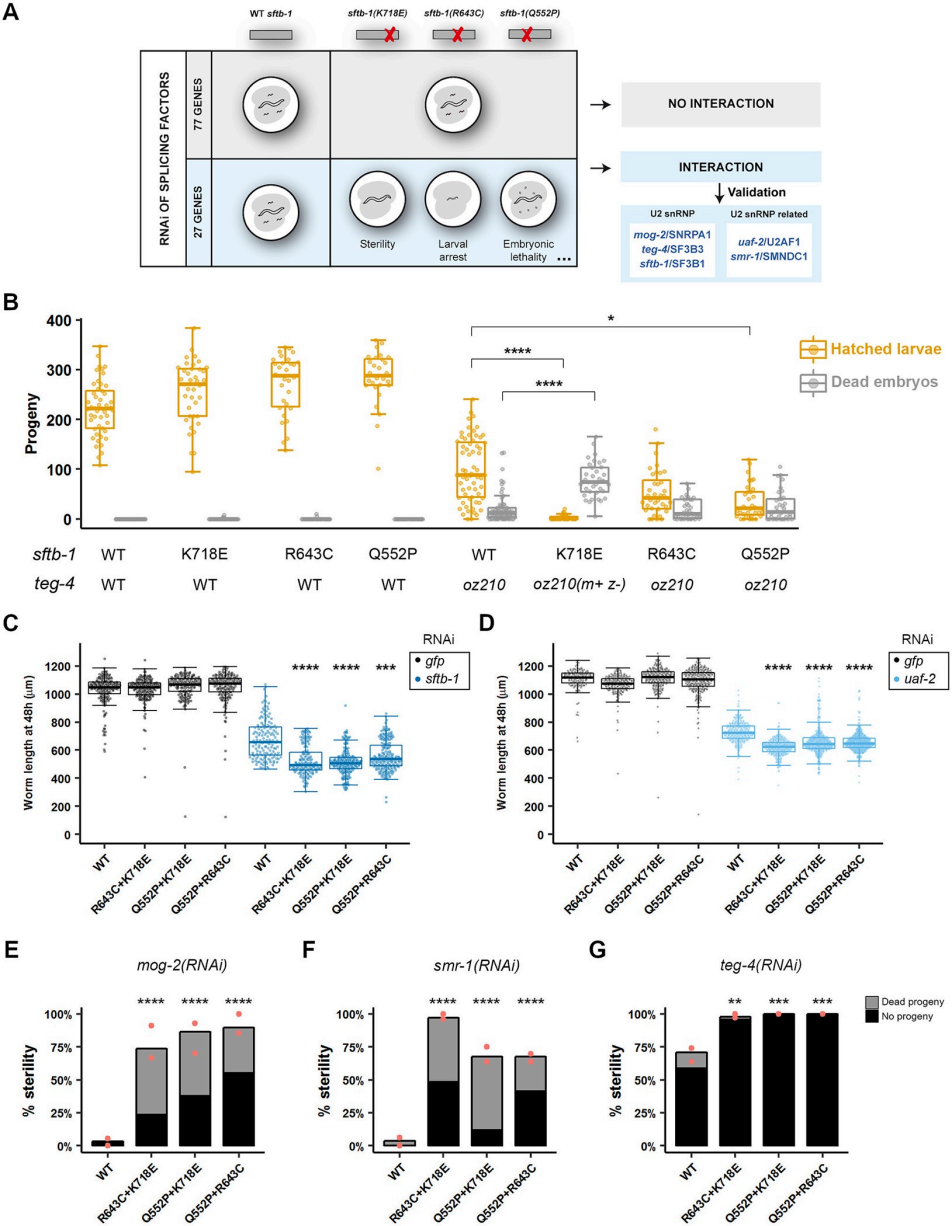
Synthetic interaction between *sftb-1* mutant strains and knockdown of U2 snRNP and U2 snRNP-related components. (A) Schematics of the RNAi screen. In brief, WT or mutant worms bearing any of the three *sftb-1* single mutations were fed with RNAi clones against a total of 104 splicing factors. 77 clones had the same effect in all genetic backgrounds. In contrast, we identified 27 clones that caused a stronger phenotype in at least one of the three single mutant strains compared to WT, which was indicative of a synthetic interaction. Listed are the 3 U2 snRNP and 2 U2 snRNP-related candidates from the screen that were selected for further validation. (B) *sftb-1*[K718E] and *sftb-1*[Q552P] synthetically interact with *teg-4(oz210)*. The number of hatched larvae (orange) and dead embryos (gray) laid by worms of the indicated genotype at 20°C is represented (n≥28; N = 3). *m+ z-*, homozygous mutant progeny of heterozygous mothers. No significant differences were observed in the number of hatched larvae laid by *sftb-1*[K718E], *sftb-1*[R643C], and *sftb-1*[Q552P] compared to WT. (C) Worm length after 48 h of RNAi treatment against *gfp* (black) or *sftb-1* (blue) at 25°C (n≥150; N = 2). (D) Worm length after 48 h of RNAi treatment against *gfp* (black) or *uaf-2* (blue) at 25°C (n≥150; N = 2). In both (C) and (D), worm length was not significantly different between *sftb-1* mutants and WT upon *gfp(RNAi)*. (E-G) Mean percentage of sterile worms observed upon RNAi of *mog-2* (E; n≥30), *smr-1* (F; n≥27) and *teg-4* (G; n≥34) at 25°C. Red dots indicate percent sterility observed in each replicate (N = 2). Gray bars, P_0_-treated worms giving rise to <5 F_1_ larvae and some dead embryos (‘dead progeny’ category); black bars, P_0_-treated worms that laid neither larvae nor dead embryos (‘no progeny’ category). In (B), (C), and (D), data are shown as Tukey-style boxplots and overlaid dots representing measures in individual animals. Statistics: (B), (C), and (D), Kruskal-Wallis test with Dunn’s multiple comparison test. Data were compared to *teg-4(oz210)* (B), or to WT animals fed with the same RNAi clone (C) and (D). (E-G), Fisher’s exact test with Bonferroni correction for multiple comparison. * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001.

Then, we validated the rest of the candidates using RNAi. As we had observed that *sftb-1* mutations had an additive effect (Fig 1F–1H), we reasoned that *sftb-1* double mutants might be more sensitive to splicing perturbations than single mutants. Consistently, *sftb-1(RNAi)* led to an additive loss of function in double mutants, which arrested at earlier stages compared to WT worms (Fig 3C). A similar result was obtained with knockdown of *uaf-2*/*U2AF1* (Fig 3D), another candidate from the RNAi screen.

Among the remaining U2 and U2-associated candidates, we selected *mog-2*/*SNRPA1* and *smr-1*/*SMNDC1* for further validation in the double-mutation backgrounds. Strikingly, whereas RNAi of *mog-2* resulted in very low penetrant sterility in WT worms, the incidence of the phenotype incremented to over 70% in the three *sftb-1* double-mutation strains (Fig 3E). A similar synthetic phenotype was observed upon knockdown of *smr-1* (Fig 3F). Finally, *sftb-1* double mutants were more sensitive to *teg-4(RNAi)* (Fig 3G). This former synthetic interaction was not as strong as the one observed with *mog-2(RNAi)* and *smr-1(RNAi)* but was supported by the interaction between genetic alleles (Fig 3B).

We also found that heterozygous animals carrying the deletion allele *sftb-1(cer6)* were sensitive to RNAi of the five interactors (S6 Fig). Still, double mutant strains are better than *cer6* heterozygous animals for identifying genetic interactions (Figs 3 and S6).

Together, our results suggest that targeting other splicing factors such as *SF3B3* to compromise their function can be an opportunity to selectively impair cancer cells harboring *SF3B1* mutations.

### The *C*. *elegans* mutations equivalent to human *U2AF1*^S34P^ and *SRSF2*^P95H^ genetically interact with *sftb-1*[Q552P, R643C, K718E] mutants

Along with *SF3B1* mutations, recurrent missense mutations in U2 small nuclear RNA auxiliary factor 1 (*U2AF1*) and serine/arginine-rich splicing factor 2 (*SRSF2*) were discovered in hematological malignancies [2], and later reported to be present in some solid tumors [36,37]. Somatic hotspot mutations in these three splicing factors are only found in heterozygosis and are mutually exclusive, suggesting redundant functional impact or limited tolerance to splicing perturbations.

Missense mutations in *U2AF1* are commonly found at position S34, which corresponds to a residue located within the two zinc finger domains through which U2AF1 interacts with the pre-mRNA [38]. Similarly, *SRSF2* is typically mutated at position P95, mainly bearing missense mutations but also in-frame insertions or deletions [2].

Based on a recently reported synthetic interaction between *Srsf2*^P95H/+^ and *Sf3b1*^K700E/+^ in mice [39], and on the fact that *sftb-1* mutants were more sensitive to inactivation of some splicing factors (**Fig 3**), we wondered if the combination of *sftb-1*[K718E] with mutations equivalent to *U2AF1*^S34F^ or *SRSF2*^P95H^ would be tolerated in *C*. *elegans*.

Thus, we edited the worm orthologs of these genes to generate the *uaf-2*[S42F] and *rsp-4*[P100H] mutant strains. Neither of these two mutations caused any obvious phenotypes nor dramatic changes in some AS events analyzed by RT-PCR (S7 Fig). In contrast to its murine counterpart *Srsf2*^P95^, *rsp-4[P100H]* is tolerated in homozygosis [39].

We did not detect any interaction when combining each of these mutants with *sftb-1*[K718E] or the three *sftb-1* double-mutation strains. In contrast, *rsp-4*[P100H] and *uaf-2*[S42F] significantly increased the low percentage of sterile worms observed in the *sftb-1*[Q552P, R643C, K718E] background at 20°C (Fig 4A). The most dramatic effect was observed by the addition of the *uaf-2*[S42F] mutation to the *sftb-1* triple-mutation strain.

**Fig 4:**
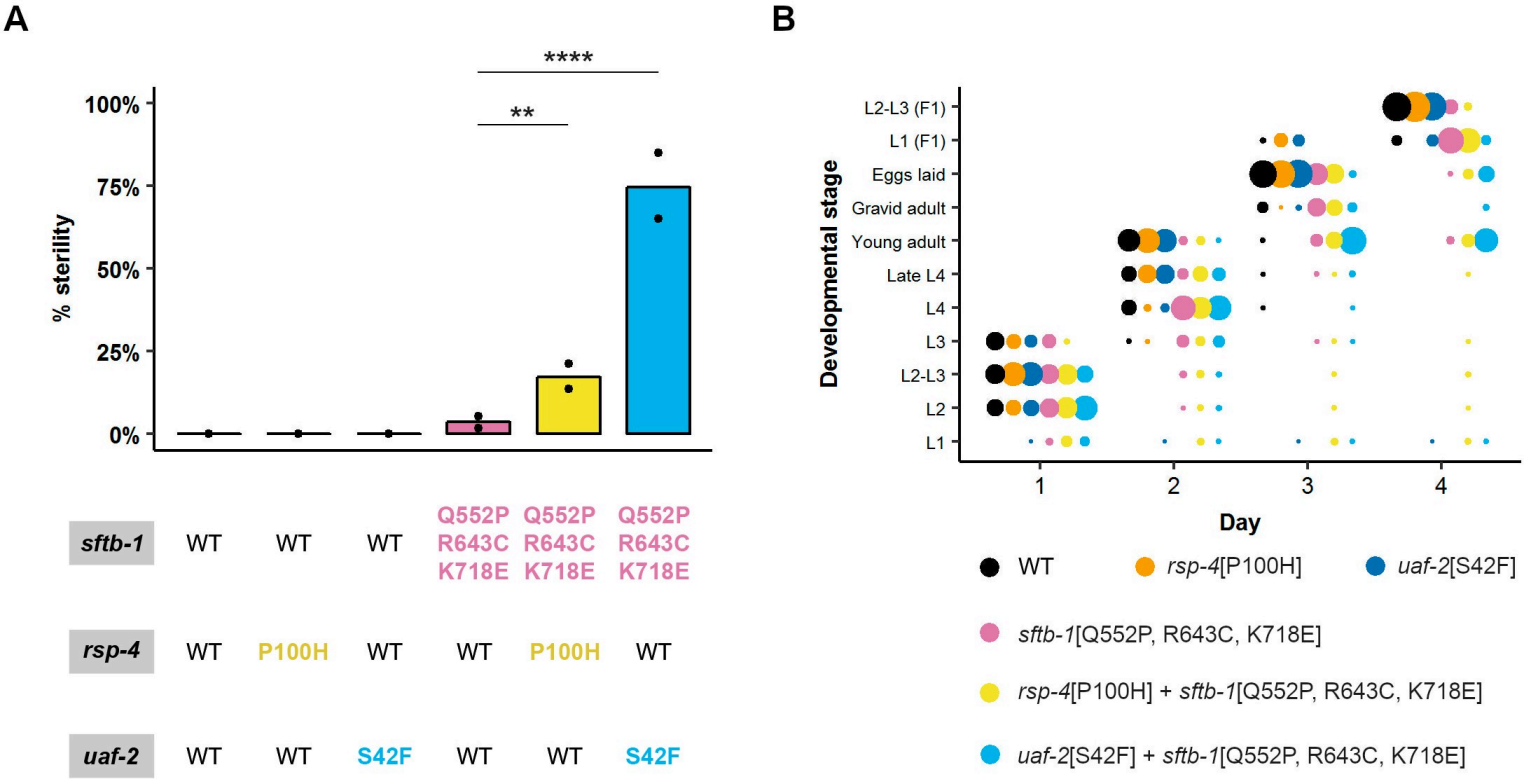
Genetic interaction between *rsp-4/SRSF2*, *uaf-2/U2AF1*, and *sftb-1* mutant strains. (A) Mean percentage of sterile worms of the indicated genotype at 20°C (N = 2). Black dots denote observed values in each replicate. Statistical significance was determined with the Fisher’s exact test with Bonferroni correction for multiple comparison. Lines indicate compared groups. ** p<0.01, **** p<0.0001. (B) *rsp-4*[P100H] and *uaf-2*[S42F] mutations gradually exacerbate the mild developmental delay displayed by the *sftb-1*[Q552P, R643C, K718E] mutant at 20°C. Dot sizes symbolize the percentage of worms at each developmental stage on any given day. In both panels, n≥110, N = 2.

As a result of these synthetic interactions, we observed masculinization of the germline (Mog) and tumorous germline (Tum) phenotypes, which are hallmarks of germlines with altered splicing activity [34]. Thus, these synthetic interactions may cause a synergistic disruption of general splicing functions, perhaps through a flaw in spliceosomal architecture, although detailed information on the molecular basis of this interaction should be obtained by deep sequencing of mutant transcriptomes.

Moreover, this combination of *uaf-2* and *sftb-1* mutations induced developmental delay at 20°C (Fig 4B). These results show for the first time in an animal model a synthetic interaction between *sftb-1* and *uaf-2* missense mutations.

### A humanized HEAT repeat 15 in SFTB-1 sensitizes *C*. *elegans* to pladienolide B and herboxidiene

The SF3B1 C-terminal region contains 20 structural motifs known as HEAT repeats, each one formed by two alpha helices joined by a short loop. These motifs display some structural plasticity and are involved in interactions with the pre-mRNA and other proteins [29]. Specific residues within SF3B1 HEAT repeats 15, 16, and 17 (H15–H17) interact with PB [40], and some amino acids in this region are not conserved in *C*. *elegans* (Fig 5A). In order to test if these sequence differences would affect the worms sensitivity to splicing modulators, we exposed WT animals and *sftb-1* cancer-related mutants to PB and to the synthetic molecule sudemycin D6 [41], which also targets the SF3B complex. Both drugs had no visible effects when delivered in liquid medium or via microinjection (S4 Table). To reproduce the PB binding site in *sftb-1*, we used CRISPR to introduce four missense mutations (*cer144* allele) that mimic the human HEAT repeat 15 (Fig 5B). The resulting strain was apparently WT but became sensitive to PB, although the substitutions were not enough to overcome the resistance to sudemycin D6. *sftb-1(cer144)* mutant larvae exposed to 10, 50, and 100 μM PB displayed a dose-dependent growth defect (Fig 5C). In addition, humanization of the HEAT repeat 15 also conferred sensitivity to herboxidiene (HB) (also known as GEX1A) (Fig 5D), which is predicted to be accommodated in the H15-H17 pocket similarly to PB [40,42].

**Fig 5:**
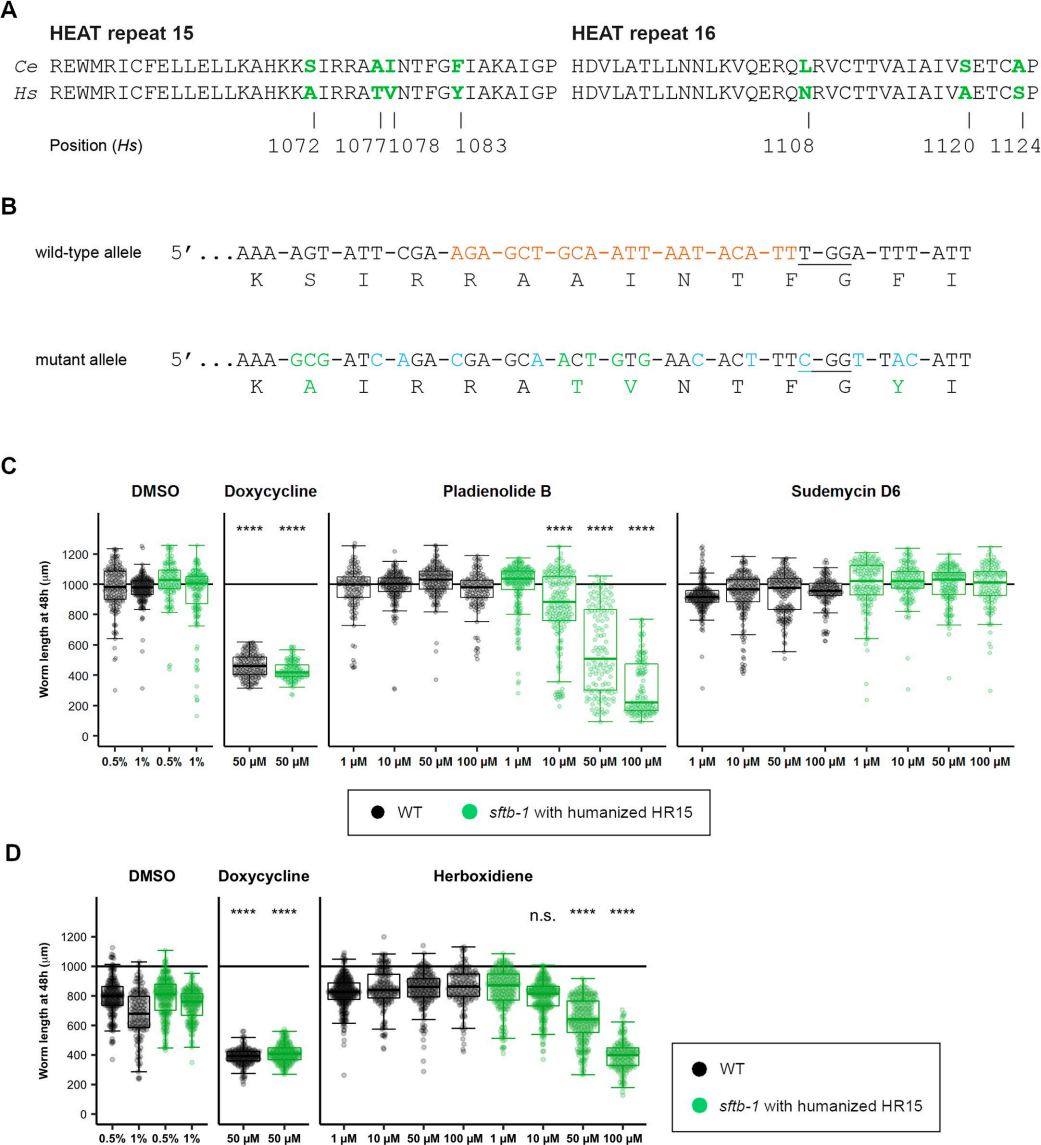
Humanization of the SFTB-1 HEAT repeat 15 confers sensitivity to pladienolide B and herboxidiene. (A) Protein sequence alignment of residues in HEAT repeats 15 and 16. Amino acids that differ between worm SFTB-1 (*Ce*) and human SF3B1 (*Hs*) are colored in green. Positions of these residues in the human sequence are indicated. (B) CRISPR/Cas9 design to “humanize” the SFTB-1 HR15. In the wild-type allele, the crRNA sequence used is indicated by orange nucleotides, and the protospacer-adjacent motif (PAM) is underlined. In the mutant (“humanized”) allele, synonymous mutations introduced to prevent partial recombination events and to improve primer specificity for mutant allele detection by PCR are indicated in blue. Missense mutations and the corresponding amino acids are colored in green. (C) Worm length after 48 h of drug treatment at 25°C (n≥120; N = 3). WT animals are represented as black dots, and *sftb-1(cer144)* mutants as green dots. Doxycycline treatment induced larval arrest in both strains and was used as positive control. Data are shown as Tukey-style boxplots and overlaid dots represent measures in individual animals. The horizontal line at 1000 μm indicates the expected body length of an adult worm. Body length of mutant worms treated with 50 μM doxycycline and 10 μM and 50 μM PB differed statistically from that of mutant worms treated with 0.5% DMSO (p<0.0001). The same applied when comparing mutant worms treated with 100 μM PB and 1% DMSO. Significance was determined with the Kruskal-Wallis test with Dunn’s multiple comparison test. (D) Worm length after 48 h of herboxidiene or doxycycline (control) treatment at 25°C (n≥139; N = 3). Data are represented and analyzed as in panel C (n.s., no significant difference).

## Discussion

*SF3B1* cancer-related mutations have been intensively studied in the past few years. They are particularly recurrent in MDS or UM, which commonly lack effective therapeutic approaches. In this study, we establish the first multicellular model for *SF3B1* mutations expressed non-conditionally from the endogenous locus. The rapid *C*. *elegans* life cycle (three days at 25°C) and the around 300 self-progeny obtained from a single hermaphrodite, among other features, make this model organism ideal for large-scale genetic and drug screens. The task of modeling human pathological mutations has been facilitated by the advent of the CRISPR/Cas9 genome editing technique, which has been efficiently implemented in this nematode [43,44].

As expected for a core splicing factor, and as previously reported in zebrafish [45] and mice [46], the *C*. *elegans SF3B1* ortholog is essential for development. Cancer cells bear *SF3B1* hotspot mutations in heterozygosis and depend on *SF3B1* WT function for viability [47]. However, homozygous *sftb-1* missense mutations are viable in *C*. *elegans*, although they generate defects that are unmasked when additional alterations in the spliceosome are introduced. Such a feature is advantageous for investigating vulnerabilities of *SF3B1*-mutated tumors, which are not only conferred by missense mutations, but also by the loss of one *SF3B1* WT copy [16,48].

Differently from MDS with *SF3B1* mutations, where aberrant transcripts have been directly related to phenotypic traits [32,49], transcripts affected by *sftb-1*[K718E] do not produce any obvious phenotypes. Still, *Sf3b1*^K700E/+^ murine models only partially recapitulate the hematopoietic phenotype characteristic of MDS [50,51] and CLL [52], although a modest overlap in aberrant splicing events between *Sf3b1*^K700E/+^ mice and MDS patients with *SF3B1* mutations was detected [39].

RNA-seq of *sftb-1*[K718E] animals did not identify the aberrant use of alternative 3’ splice sites (A3’SS) as the predominant splicing defect caused by this mutation, as has been observed in human cells [13,14,16,18,31,32,52,53]. Indeed, in three distinct *sftb-1* mutants, we found a mild effect on AS, with SE being the most abundant splicing defect. Such disparity in the consequences of the K700E mutation between humans and nematodes may be explained by different factors. 

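The acceptor events of K718E fell in few genes, among them *rpa-4* and *K07A1.9*, which the files list under the gene identifier of *ate-1*. Neither these genes' acceptor events nor any other of K718E was shared with *cer39* or *cer6* (0 and 0 by coordinates). The *K07A1.9* event at I:9613262–9613484 went from 1 in the wild-type siblings to 0.731 in K718E in the authors' deposited table. The lowest library held 13 reads for it. In K718E the paired acceptor sites lay a median of 67 nucleotides apart, and 3 of 9 pairs lay within 30 nucleotides. In *cer39* 35 of 54 pairs lay that close, and in *cer6* 22 of 34. With at least 10 reads in every library, 2 acceptor events remained in K718E, a median of 207 nucleotides apart. The site further upstream gained use in 5 of the 9 events of K718E (exact binomial p = 1), in 28 of 54 in *cer39* (exact binomial p = 0.892) and in 15 of 34 in *cer6* (exact binomial p = 0.608). The paper states that RNA-seq of K718E did not show A3’SS use to be the main defect. For the difference from human cells it proposes the computational methods, the introns of *C*. *elegans*, the smaller share of its genes with alternative splicing, tissue-specific isoforms or nonsense-mediated decay, and it adds against decay that falls did not prevail among the changed transcripts.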

First, diverse computational pipelines have been used to assess differences in alternative splicing between WT and *SF3B1*-mutated samples, resulting in distinct conclusions. For instance, *Liberante* and coworkers reanalyzed previously published data and found that *SF3B1* mutation was mostly associated with differential skipped exon events, rather than A3’SS selection [15]. Second, intronic elements directing splicing have evolved differently in *C*. *elegans* compared to other organisms. *C*. *elegans* introns are typically shorter, do not have a consensus branch site (BS) sequence, and the vertebrate polypyrimidine (Py) tract is replaced by the consensus UUUUCAG/R sequence [54]. Third, only ~35% of genes are alternatively spliced in *C*. *elegans* [55] compared to 95% in humans [56]. Fourth, cell type-specific alternative isoforms generated by *sftb-1* mutations could have been underrepresented in our analyses as we sequenced the transcriptome of whole animals, and A3’SS selection can be regulated in a tissue-specific manner in *C*. *elegans* [57]. And fifth, the nonsense-mediated decay (NMD) system could efficiently eliminate transcripts with A3’SS resulting from *sftb-1* mutations, as occurs in human cells [13]. However, we did not detect predominance of downregulation among the differentially expressed transcripts (Fig 2C and 2D).

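Of the nonsense-mediated decay factors, *smg-1* fell in *cer39* and *smg-7* rose in *cer6*. *smg-2*, the UPF1 ortholog, did not pass in *cer39*, nor did *smg-4* in K718E. *smg-1* changed by −0.63 in *cer39* (SE 0.121, adjusted p = 0.0421 from limma). *smg-7* changed by 0.49 in *cer6* (SE 0.114, adjusted p = 0.0296 from limma). *smg-2* changed by −0.50 in *cer39* (adjusted p = 0.17 from limma) and *smg-4* by −0.27 in K718E (adjusted p = 0.194 from limma). Of 11 decay factors, 0 passed in K718E (0 adjusted over the list alone), 1 fell in *cer39* (1 adjusted over the list alone) and 1 rose in *cer6* (0 adjusted over the list alone). The *smg-1* call did not hold without wild-type replicate 2, *cer39* replicate 1 or 2, or *cer6* replicate 1 or 2 (0 of 11 in each), and the *smg-7* call was lost whichever library was left out. Of the changed transcripts, 40.5% fell in *cer39* and 50.1% in *cer6*. Of the *cer39* transcripts, 51.7% fell with DESeq2, 54.2% with DESeq2 on only the 4 libraries compared (chosen after seeing the values), and 30% of the 10 that passed did with edgeR's TMM scaling. Of the changed genes, 42.5% fell in *cer39*, or 35.8% with edgeR's TMM scaling, 44.7% with RLE scaling and 49.6% with DESeq2. In K718E 0 of 2 transcripts and 1 of 63 genes fell with limma. Of the K718E genes, 47.8% fell with DESeq2, 25.9% with the replicate block, and 48.6% and 51.9% without K718E replicate 1 and 2. DESeq2, which passed 819 K718E transcripts, had 44.2% of them lower. Genes whose introns were retained more often had a median log2 fold change of −0.17 in *cer39* (31 genes) and −0.11 in *cer6* (40 genes). Random sets matched on mean value had a mean median of −0.03 and −0.07, so a fall with retention and none cannot be told apart.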

Beyond its action on A3’SS usage, *SF3B1* missense mutations could have an impact on the structure, the interaction with other proteins in the spliceosome, or the robustness of the protein. In fact, the PB derivative H3B-8800, which induces lethality in spliceosome-mutant cancers by modulating the SF3B complex, affects AS activity similarly in WT and in *SF3B1*^K700E^ human cells [23]. Therefore, *SF3B1*-mutated cells present vulnerabilities that can be exploited in synthetic lethal screens. We found that *sftb-1* mutants are sensitive to RNAi of different splicing factors, including itself, and we further validated these synthetic interactions with the inactivation of other components of the U2 snRNP. These results point to other components of the spliceosome as targets to preferentially kill cells with deficiencies in SF3B1 activity. Knowing the suitability of *sftb-1* mutants for RNAi screens, the collection of RNAi clones to be tested should be expanded, with particular interest placed on deubiquitinases and chromatin factors that have been related to SF3B1 functions [48,58].

Pladienolide and related compounds have been proven to be effective in selectively killing cells with *SF3B1* mutations [23,50,59]. We tested pladienolide B and sudemycin D6 in WT animals and *sftb-1* cancer-related mutants but did not observe any effects (S4 Table). The modulatory activity of these drugs is highly dependent on the protein structure, as evidenced by the fact that missense mutations in *SF3B1* confer resistance to the drugs [24,25]. By modifying four amino acids, we reproduced the human HEAT repeat 15 in *C*. *elegans* SFTB-1. As a result, worms became sensitive to pladienolide B and herboxidiene but maintained resistance to sudemycin D6. Further humanization of SFTB-1 and other SF3B complex components would likely increase the sensitivity to these drugs and expand the number of known splicing modulators effective in *C*. *elegans*. As an example, while PHF5A is highly conserved in *C*. *elegans*, the Y36 position, which confers resistance to PB, HB, and sudemycin D6 when mutated [25], corresponds to a histidine. Thus, the H36Y substitution in *C*. *elegans* might increase sensitivity to splicing modulators.

It is worth mentioning that this is the first report of an invertebrate animal model sensitive to PB and HB. Previously, splicing inhibition by PB *in vivo* was reported in yeast strains that were edited to humanize some Hsh155 HEAT repeats and mutated to block PB efflux [26]. As an added value to the *C*. *elegans* toolkit, we have generated a strain that presents WT characteristics but is sensitive to splicing modulators such as PB and HB, which we believe has great potential for splicing-related studies in this nematode.

*SF3B1* mutations are mutually exclusive with other splicing factor mutations present in tumors. *U2AF1* and *SRSF2* missense mutations are reported in 11% and 12–15% of MDS, respectively [19], and very rarely overlap with *SF3B1* mutations, which are present in 17–28% of MDS patients [37,39]. Hence, cells may not handle all the AS defects produced by the combination of mutations in any of these three proteins. To further validate our model as a tool for identifying vulnerabilities in cells with compromised SF3B1 function, we mimicked *U2AF1*^S34F^ and *SRSF2*^P95H^ mutations in *C*. *elegans* and detected a functional interaction between both mutants and the *sftb-1*[Q552P, R643C, K718E] allele. Additionally, *C*. *elegans rsp-4* and *uaf-2* missense mutations could be used for RNA-seq analyses and RNAi screens to study the consequences and vulnerabilities of these mutations, respectively.

We have demonstrated that *C*. *elegans* can be a valuable model to explore vulnerabilities of cells with mutations in *SF3B1*, although the molecular consequences of *sftb-1* mutations were different from the ones observed in other organisms. Replacement of several HEAT repeats in yeast Hsh155 with their human counterparts is functional and supports splicing [60]. Similarly, partial or total replacement of *sftb-1* with its human ortholog could result in a more accurate model. To date, only one human gene has been functionally transplanted to *C*. *elegans* [61], in part due to low efficiencies of inserting long DNA fragments by CRISPR. Such technical difficulties can now be bypassed by the use of Nested CRISPR [62]. Thus, humanized *sftb-1* nematodes obtained by this method would be very efficient as *in vivo* models to further understand the impact of *SF3B1* mutations in cancer and as a platform for large-scale genetic and pharmacological screens.

## Materials and methods

### *Caenorhabditis elegans* strains

*C*. *elegans* strains were maintained using standard methods [63,64] at the specified temperature. Before conducting the experiments, strains were grown for at least two generations at the experimental temperature. Unless otherwise specified, we used Bristol N2 as the WT strain. Mutant strains with single *sftb-1* missense mutations (CER218, CER220, CER236, and CER238) were outcrossed x2. WT siblings resulting from the second outcross were given specific strain names (CER217, CER221, CER237, and CER239, respectively) and kept for closer comparison. CER351, CER442, and CER450 strains were outcrossed x2. In order to maintain the *cer6* deletion, heterozygous mutants were crossed with the EG7893: *oxTi615 unc-119(ed3) III* strain so that a red fluorescent marker was inserted 0.15 cM away from the *sftb-1* WT locus. To study the lasting of maternally inherited SFTB-1, we made the compound heterozygous strain CER505: *sftb-1(cer6/cer114[mCherry*::*sftb-1]) III*. All the strains used in this study are listed in S5 Table.

### Protein alignments

*H*. *sapiens* SF3B1 (Uniprot: O75533) and *C*. *elegans* SFTB-1 (Uniprot: G5EEQ8) protein sequences were aligned using the T-Coffee algorithm [65] with default settings. S1 Fig was generated with Jalview [66].

### CRISPR/Cas9 mutant and reporter strains

Specific guide RNAs were designed using both *Benchling* (www.benchling.com) and *CCTop* [67] online tools. All CRISPR/Cas9 mutant and reporter strains were obtained following a co-CRISPR strategy [68] using *dpy-10* as a marker to enrich for genome-editing events. In all cases, mixes were injected into gonads of young adult P_0_ hermaphrodites using the XenoWorks Microinjection System and following standard *C*. *elegans* microinjection techniques. F_1_ progeny was screened by PCR using specific primers and F_2_ homozygotes were confirmed by Sanger sequencing. As we optimized the protocol for CRISPR/Cas9 genome editing in our laboratory while preparing this manuscript, different reagents and conditions were used to produce the distinct mutants. The *sftb-1(cer6)* deletion mutant allele was obtained by nonspecific double-strand break repair on our first attempt to generate the K718E mutation. Only in this experiment, guide RNAs and Cas9 were expressed from plasmids that were purified with the NucleoBond Xtra Midi Kit (Macherey-Nagel). In the remaining mixes, ribonucleoprotein complexes containing crRNA, tracrRNA, and Cas9 were annealed at 37°C for 15 minutes prior to injection. All the reagents and injection mixes used in this study are listed in S6 Table.

### *C*. *elegans* microscopy

Worms were mounted on 2% agar pads with 10 mM tetramisole hydrochloride and imaged using a ZEISS Axio Observer Z1 inverted fluorescence microscope. Images were processed using ZEISS ZEN 2012 (blue edition) software and Fiji.

### Gonad dissection and DAPI staining

Worms expressing mCherry::SFTB-1 were anesthetized with 0.33 mM tetramisole hydrochloride and their heads cut using a pair of 25-gauge needles to extrude gonad arms. Released gonads were fixed in 4% paraformaldehyde in PBS for 20–30 minutes and washed with PBS + 0.1% Tween 20 for 10 minutes. After performing 3 washes, gonads were transferred to a microscope slide and mounted using 10 μl DAPI Fluoromount-G (SouthernBiotech). Images were acquired the same day to avoid mCherry signal loss.

### *sftb-1* deletion mutant larval arrest quantification

Synchronized L1-arrested F_2_ worms from heterozygous *sftb-1(cer6)/oxTi615* P_0_s were seeded onto NGM plates with OP50 and imaged after 48 hours of growth at 20°C using a ZEISS Axio Observer Z1 inverted fluorescence microscope at 10X magnification. Body length was measured manually by drawing the midline of the worm using the freehand line tool in Fiji.

### Phenotypic characterization

Similar experiments were conducted to characterize *sftb-1*[Q552P, R643C, K718E], *rsp-4*[P100H], and *uaf-2*[S42F] mutant phenotypes. Briefly, synchronized L1-arrested worms of the specified genotype were first seeded onto NGM plates with OP50 and, after a few hours to allow recovery from the L1 arrest, 60 animals per genotype were separated individually to 12-well NGM plates seeded with OP50. Plates were incubated at 20°C (Figs 4 and S3) or 25°C (Fig 1F–1H). The developmental stage of individual worms was assessed visually every 24 hours under a stereomicroscope based on animal size and germline morphology. Phenotypes were scored at day 4. In order to determine brood sizes of *sftb-1*[Q552P, R643C, K718E] and WT animals, a proportion of worms were transferred into new 35-mm NGM plates at day 4 and subsequently moved to fresh plates every 12–24 h until egg laying ceased. Progeny were counted 36–48 h after passages.

### RNA isolation

To study the transcriptional consequences of the K718E mutation, we used two homozygous mutant lines (CER218 and CER220) derived from two independent CRISPR/Cas9 events (*cer3* and *cer7* alleles, respectively), and the corresponding WT siblings (CER217 and CER221). Synchronized L4 animals were collected in M9 after growing for 41 hours at 20°C and total RNA was isolated using TRI Reagent (MRC, Inc.) and the PureLink RNA Mini Kit (Ambion), following the manufacturer’s instructions.

*sftb-1(cer6)* homozygous larvae were obtained by automatically sorting non-red animals from a synchronized CER191 population grown at 20°C for 23 hours, using the COPAS Biosorter system (Union Biometrica). We conducted two biological replicates with an average of 1.6% non-red recombinants and 5.25% red contaminants in the samples. The same size and fluorescence window were used to sort two N2 WT populations collected under the same experimental conditions. Two CER276 biological replicates were collected independently without sorting, after growing for 23 hours at 20°C. Total RNA from the six samples was extracted using TRI Reagent, followed by aqueous and organic phase separation using 1-Bromo-3-chloropropane (Sigma-Aldrich), and RNA was precipitated with 2-propanol. After treatment with TURBO DNase (Thermo Fisher Scientific), RNA was purified following a phenol/chloroform extraction protocol.

In all cases, total RNA was quantified by Qubit RNA BR Assay kit (Thermo Fisher Scientific) and the integrity was checked by using the Agilent RNA 6000 Nano Kit (Agilent).

### RNA sequencing

Four RNA-seq libraries (from CER217, CER218, CER220, and CER221 strains) were prepared with the KAPA Stranded mRNA-Seq Illumina Platforms Kit (Roche-Kapa Biosystems) following the manufacturer’s recommendations. Briefly, 500 ng of total RNA was used as the input material, the poly-A fraction was enriched with oligo-dT magnetic beads and the mRNA was fragmented. Strand specificity was achieved during the second strand synthesis performed in the presence of dUTP instead of dTTP. The blunt-ended double stranded cDNA was 3´adenylated and Illumina indexed adapters from TruSeq^™^ Stranded Total RNA Sample Preparation Kit with Ribo-Zero Gold (Illumina) were ligated.

The remaining six samples (two biological replicates from N2, CER276, and homozygous *sftb-1(cer6)* larvae) were prepared using the TruSeq^™^ Stranded Total RNA kit protocol (Illumina). Briefly, rRNA was depleted from 500 ng of total RNA using the Ribo-Zero Gold rRNA Removal Kit and fragmented by divalent cations, with a major peak at 160 nt. Following the fragmentation, first and second strand synthesis was performed, also ensuring the library directionality. The cDNA was adenylated and ligated to xGen Dual Index UMI Adapters (IDT) for paired-end sequencing.

Both types of library ligation products were enriched with 15 PCR cycles and the final library was validated on an Agilent 2100 Bioanalyzer with the Agilent DNA 1000 Kit (Agilent).

The libraries were sequenced on HiSeq 2000 (Illumina) in paired-end mode with a read length of 2x76 bp using the HiSeq SBS Kit V4 50 cycle kit in a fraction of a sequencing v4 flow cell lane (HiSeq PE Cluster Kit V4—cBot). Image analysis, base calling, and quality scoring of the run were processed using the manufacturer’s software Real Time Analysis (RTA 1.18.66.3) and followed by generation of FASTQ sequence files.

### Bioinformatic analysis

RNA-seq reads were mapped against the *C*. *elegans* reference assembly (WBcel235.87) with STAR [69]. Genes and transcripts were quantified with RSEM [70]. Differential expression analysis was performed with DESeq2 R package [71], and detection of differential alternative splicing events was done with rMATS [33].

### RNAi screen

Information about the selected splicing genes was collected from SpliceosomeDB [72] or from the literature. RNAi clones were obtained from the ORFeome library [73] or the Ahringer library [28] and clone insert size was validated by PCR. For screening, we used 24-well plates containing NGM supplemented with 50 μg/ml ampicillin, 12.5 μg/ml tetracycline and 3 mM IPTG. Each well was seeded with 80 μl of bacterial culture and dsRNA expression was induced overnight at room temperature. WT and mutant worms were tested in duplicates. Between 10 and 20 worms synchronized at the L1 stage were seeded in each well, and phenotypes were scored visually at the adult stage (72–96 h post-seeding at 25°C). Bacteria expressing dsRNA against *gfp* were used as negative control. Screens in *sftb-1*[K718E] and *sftb-1*[R643C] backgrounds were performed twice, at two different times, with different batches of plates and RNAi cultures, and scored by two different persons. Several candidates were selected for further validation, but the existence of false negatives in the screen is possible due to the noisy nature of RNAi for essential genes in small plates.

### Interaction between *teg-4* and *sftb-1* mutations

Worms of the indicated genotype were singled onto individual 35-mm NGM plates with OP50 at the L4 stage and transferred to new plates every 12 hours until all eggs were laid. Numbers of dead embryos and hatched larvae were scored 24 and 48 hours after passages, respectively. Since the double mutant *sftb-1*[K718E]; *teg-4(oz210)* could not be maintained in homozygosis, F_1_ worms from *sftb-1*[K718E]; *teg-4(oz210/+)* P_0_ worms, including homozygous and heterozygous animals for *teg-4(oz210)*, were picked at the L4 stage and their progeny scored. These F_1_s were genotyped after conducting the experiment to include only *sftb-1*[K718E] and *sftb-1*[K718E]; *teg-4(oz210)* data.

### Validation of candidates from the RNAi screen

In all cases, we used 55-mm or 35-mm NGM plates supplemented with 50 μg/mL ampicillin, 12.5 μg/mL tetracycline and 3 mM IPTG, seeded with specific RNAi bacterial clones. RNAi targeting *gfp* was used as negative control and experiments were performed at 25°C.

In Fig 3C and 3D and S6B Fig, synchronized L1-arrested worms of the indicated genotypes were seeded onto 55-mm plates, and imaged directly on the plates after 48 hours of growth using a stereomicroscope. Body length was determined automatically with WormSizer [74]. In Fig 3E–3G, synchronized L1-arrested animals were seeded onto 55-mm plates and separated into individual 35-mm plates at the L4 stage. Worms were transferred every 24 hours and the presence of dead embryos was determined 24 hours after passages. In S6A Fig, synchronized L1-arrested animals were seeded onto 55-mm plates and separated into individual wells in 24-well RNAi plates at the L4 stage, and the fertility phenotypes assessed in 2-day old adults.

### Number of germ cells assay

WT or *sftb-1(cer6)* homozygous worms were collected at the indicated time points, fixed using Carnoy’s solution (60% absolute ethanol, 30% chloroform, 10% acetic acid), and washed three times in PBS + 0.1% Tween 20. Whole worms were transferred to a microscope slide and stained with DAPI Fluoromount-G in order to visualize and count germ cell nuclei.

### Maternal product in *sftb-1(cer6)* homozygotes

In order to monitor the presence of mCherry∷SFTB-1 maternal product, *sftb-1(cer114)* or *sftb-1(cer6/cer114)* animals were separated blindly and allowed to lay eggs for 2, 9, and 12 hours in three separate plates in order to semi-synchronize the F_1_ populations. Thus, only a fraction (23 hours) of the whole egg-laying period was covered. Red expression levels were assessed at different moments in order to include all the stages represented, which were designated visually based on anatomic features. *sftb-1(cer6/cer114)* animals were distinguished from *sftb-1(cer114)* animals by the presence of non-red arrested larvae in the next generation.

### Semi-quantitative reverse-transcriptase PCR

N2, CER442, and CER450 animals grown at 20°C were collected at the L2 (24 hours after seeding L1-arrested worms) and adult stages. Total RNA was extracted using TRI Reagent, followed by aqueous and organic phase separation using 1-Bromo-3-chloropropane (Sigma-Aldrich), and RNA was precipitated with 2-propanol. After treatment with DNase I (Thermo Fisher Scientific), cDNA was synthetized with the H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) following the manufacturer’s instructions. Primer sequences are available upon request.

### Spliceosome inhibitors experiments

Experiments in liquid media were conducted in 96-well plates. Experiments in S4 Table were conducted as follows: 25 μl of dead OP50 resuspended in a mix of freshly prepared S Medium [64], 4 μg/ml cholesterol, 250 μg/ml streptomycin, and 62.5 μg/ml tetracycline were added to each well. Subsequently, 25 μl 2.4X drug and 10 μl L1-arrested worms at a density of 1–2 worms/μl were added to each well. Each condition was tested in duplicate in the same 96-well plate. Plates were incubated in a humid chamber with gentle agitation at room temperature for the indicated time period. 25 μl water (experiments 1–3) or 0.5% DMSO (Sigma-Aldrich) (experiments 4 and 6) were used as negative controls. In experiment 5, 50 μM sudemycin D6 or 0.5% DMSO were injected into the gonads or intestine of young adult hermaphrodites using standard microinjection techniques, and injected animals were recovered in individual 35-mm NGM plates with OP50 and incubated at 20°C.

The protocol for liquid experiments in Fig 5C and 5D was slightly modified. In brief, 64.5 μl S Medium supplemented with 5 μg/ml cholesterol, 50 μg/ml streptomycin, and 50 μg/ml ampicillin were added to each well. This supplemented S Medium was used to resuspend a pellet of dead OP50 to an optical density of 1.1–1.2, and 25 μl of bacteria were dispensed to each well. Subsequently, 10 μl L1-arrested worms at a density of 4–6 worms/μl, and 0.5 μl 200X drug were added to each well. Each condition was tested in triplicate in the same 96-well plate. Plates were incubated in a humid chamber at 25°C.

### Statistical analyses

In all figure legends, ‘N’ denotes the number of independent replicate experiments performed, while ‘n’ indicates the total number of animals analyzed in each condition (different genotypes are separated by commas). Statistical analyses were performed in GraphPad Prism 6 and R. Statistical tests used are reported in the figure legends. Figs 1A, 1D, 1F–1H, 2B–2D, 3B–3G, 4, 5C and 5D, and some panels in S2, S3, S4, S5 and S6 Figs were generated by using the ggplot2 R package.

## Supporting information

S1 Fig Most of the SF3B1 mutated residues are conserved in the *C*. *elegans* ortholog SFTB-1. Protein sequence alignment of human SF3B1 (Hs) and worm SFTB-1 (Ce). The yellow histogram and the numerical index represent the degree of conservation (* corresponds to the maximum degree of conservation). U2AF ligand motifs (ULMs), p14-interacting region and HEAT domains are indicated in boxes. A cross symbol (X) below the conservation score indicates positions where missense mutations have been reported in human cancers (COSMIC database) at different frequencies. Residues that are relevant for this study are highlighted in green.
(TIF)

S2 Fig *cer6* homozygotes inherit SFTB-1 maternal product. (A) Schematic representation of the *sftb-1* locus. Gray boxes indicate exons, connecting lines indicate introns. Left and right orange boxes represent predicted 5’ and 3’ untranslated regions, respectively. In pink, 29 nucleotides that are deleted in the *cer6* allele. Predicted amino acids resulting from translating the WT or *cer6* alleles are shown below the DNA sequence. The frameshift caused by the deletion introduces a premature stop codon in the *cer6* transcript (colored in red). Scale bar, 100 base pairs (bp). (B) Germ cell number of WT (N2 strain) or homozygous *sftb-1(cer6)* synchronized larvae grown for 14, 23, and 40 hours at 20°C. In WT worms, differentiating spermatocytes were not included at the last time point, and the number of germ cells was counted in one gonad arm only. Black and gray lines connect the median germ cell number at each time point in WT and *sftb-1(cer6)* worms, respectively. The dotted line represents the four germ cells that are normally present in recently hatched L1 larvae; these cells will resume proliferation during the L1 stage. Between 2 and 10 animals per condition were scored (N = 1). (C) Schematic representation of the compound heterozygous strain CER505: *sftb-1(cer6)/sftb-1(cer114[mCherry∷sftb-1]) III*. (D) Total number of progeny laid by heterozygous (*cer6*/+) or WT (+/+) worms from a CER505 population (n = 7, 9; N = 1). The number of F_1_ larvae expressing mCherry∷SFTB-1 was not significantly different between both groups (n.s.), while *cer6/+* animals laid a significantly higher number of dead embryos which lacked red fluorescence (Mann-Whitney’s test; * p<0.05). Heterozygotes also segregated a number of non-red larvae that were arrested and were not observed in WT plates, indicating that they were *cer6/cer6* animals. ‘+’ denotes the *cer114[mCherry∷sftb-1]* allele. Dots represent measures in individual worms, overlaid to Tukey-style boxplots. (E) Mean percentage of non-red F_1_ arrested larvae (% Lva), F1 dead embryos (% Emb), and mean brood size in worms of the indicated genotypes, from data represented in panel D. (F) mCherry∷SFTB-1 expression in F_1_ progeny from wild-type (top, n = 3) or heterozygous (bottom, n = 9) animals from a CER505 population (N = 1). At each stage, vertical lines correspond to individual worms, and solid red, open red, and black dots represent the total number of red, dim red, or non-red progeny observed, respectively. Representative DIC and fluorescence microscopy images are shown below the graph (scale bar, 25 μm). The mean percentage of dim red and non-red progeny laid by heterozygotes is indicated in late stages and is not specified in early stages as it was 0%.
(TIF)

S3 Fig Molecular design of *sftb-1* cancer-related mutations and *sftb-1*[Q552P, R643C, K718E] phenotypes at 20°C. (A) Schematic representation of the *sftb-1* locus, as in S2 Fig. The position of the triplets encoding the three mutated residues in this study (Q552, R643 and K718) is indicated. Scale bar, 100 bp. (B) Molecular details of the three *sftb-1* missense mutations generated by CRISPR/Cas9. In WT alleles, the crRNA sequence used is indicated by orange nucleotides, the protospacer-adjacent motif (PAM) is underlined and the Cas9 cut site is indicated with a black arrowhead. In mutant alleles, synonymous mutations introduced to prevent partial recombination events and to improve primer specificity for mutant allele detection by PCR are indicated in blue. Mutated codons and the corresponding amino acids are colored in pink. (C) Bars represent mean incidence of different phenotypes observed in *sftb-1*[Q552P, R643C, K718E] worms at 20°C, while dots represent percentages observed in each replicate (n = 116, 109; N = 2). (D) Brood size of WT or *sftb-1*[Q552P, R643C, K718E] worms at 20°C (n = 33, 46; N = 2). Dots represent values for each individual animal, overlaid to Tukey-style boxplots. (E) *sftb-1*[Q552P, R643C, K718E] animals present a mild developmental delay at 20°C. Dot sizes represent the proportion of the population at each stage (n = 116, 109; N = 2). Statistics: (C), Fisher’s exact test (D), Student’s t-test (unpaired, two-tailed). n.s., no significant difference, **** p<0.0001.
(TIF)

S4 Fig Pathway enrichment analysis of genes with differentially expressed transcripts in different *sftb-1* mutant strains. Significantly enriched functional terms in the distinct datasets are listed (padj<0.01). Bars represent the adjusted enrichment p-values in negative log_10_ scale, color-coded by mutant strain. Solid and clear bars denote enriched terms in upregulated and downregulated genes, respectively. The number of genes with differentially expressed transcripts belonging to each category is shown. The analysis was performed with the g:GOSt tool in g:Profiler, and only biological pathways from KEGG and WikiPathways databases are shown.
(TIF)

S5 Fig Common AS events deregulated by *sftb-1* alleles. (A) Summary of the overlapping of genes with AS changes (left) and the overlapping of AS events (right) between groups. (B) Venn diagram displaying the overlapping AS events between the three datasets. The total number of significant events with inclusion level difference > 0.1 in each dataset is indicated. (C) Plot showing the inclusion level difference (InclLevelDifference) of AS events that were deregulated in at least two datasets (‘common AS events’), color-coded according to the dataset. Different genes are represented along the x-axis, and events are separated by event type. Some genes (*acdh-2*, *fbn-1*, *Y69H2*.*3*, *unc-89*, *swp-1*, and *ate-1*) shared more than one event in different datasets.
(TIF)

S6 Fig *sftb-1(cer6)* heterozygotes are sensitive to RNAi of five interactors. (A) *mog-2(RNAi)*, *smr-1(RNAi)*, and *teg-4(RNAi)* cause a significant mild increase in sterility in *sftb-1(cer6)* heterozygotes compared to WT at 25°C (n≥56; N = 2; * p<0.05, ** p<0.01, **** p<0.0001; Fisher’s exact test). Red dots indicate percent sterility observed in each replicate. Gray bars, P_0_-treated worms giving rise to <5 F_1_ larvae and some dead embryos (‘dead progeny’ category); black bars, P_0_-treated worms that laid neither larvae nor dead embryos (‘no progeny’ category). (B) *sftb-1(RNAi)* and *uaf-2(RNAi)* induce an earlier larval arrest in *cer6*/+ heterozygous worms. Dots represent individual worm lengths after 48 h of RNAi treatment at 25°C, overlaid to Tukey-style boxplots (n≥424; N = 2; **** p<0.0001; Kruskal-Wallis test with Dunn’s multiple comparison test). The genotype of the strain used for these experiments was CER190: *sftb-1(cer6)/dpy-17(e164) unc-79(e1068) III*.
(TIF)

S7 Fig Effect of *uaf-2*[S42F] and *rsp-4*[P100H] mutations on a subset of AS events. (A) cDNA samples from WT (N2), *uaf-2*[S42F], and *rsp-4*[P100H] worms at L2 and adult stage were used to analyze the presence of alternative isoforms by semiquantitative (sq) RT-PCR (N = 1). The alternative exons are numbered and shaded in gray in the schematic representation on the right, together with upstream and downstream exons where the forward and reverse primers annealed, respectively. The three distinct isoforms in *unc-32* E4 are indicated with red lines on the left. *act-1* was used as an endogenous control. (B) The 3’SS sequence of the alternative exons is indicated, as well as the CCNG and GGNG motifs found in alternative exons using FIMO with a p-value < 0.01. (C) Technical replicate of *tos-1* E1-E2 and *tos-1* E1-E4 sqRT-PCRs to verify that *uaf-2*[S42F] promotes intron 1 retention (slowest migrating band in both gels) and exon 3 skipping (fastest migrating band in bottom gel), both indicated with blue boxes. ‘E’ indicates exon, while ‘I’ indicates intron.
(TIF)

S1 Table Alternative splicing analysis of *sftb-1* mutants by rMATS.

S2 Table Differential expression analysis of *sftb-1* mutants by DESeq2.

S3 Table Information and phenotypes of the RNAi splicing screen.

S4 Table First assays with spliceosome inhibitors.

S5 Table *C. elegans* strains used in this study.

S6 Table CRISPR reagents and injection mixes.

How the deposited data were processed for this re-analysis (not part of the article)

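The authors sequenced RNA of L4 worms (K718E and wild-type siblings) and of L2 larvae (wild type, *cer39* and *cer6*), with 2 libraries per group. The wild-type and *cer6* L2 larvae had been sorted and the *cer39* larvae had not. Per the paper's methods and the submitters' notes, the authors aligned the reads with STAR to WBcel235, quantified transcripts with RSEM and normalized the counts with DESeq2. Versions of STAR, RSEM, DESeq2 and rMATS were not given in the sources used here. The deposited signal values per transcript and library are these normalized counts, and they are multiples of what 1 read was worth in each library (100% of the values above 0 came within 0.1 of a whole number). The libraries hold 56996610 to 66563408 reads at L4 and 45313448 to 76420128 at L2. The deposited comparison tables give a log2 fold change from DESeq2 for each transcript, made by the authors, and an inclusion level from rMATS for each event. The deposited tables also hold the p-value and FDR of each of these comparisons, computed by the authors with DESeq2 and rMATS. The DESeq2 comparison tables served only for counts set beside the values here, and the rMATS tables for event coordinates, read numbers, inclusion levels and FDR. The paper counted junction and exon body reads for K718E, and the L2 tables hold junction reads by their headers. The rMATS tables list events past an FDR of 0.05, and numbers of detected events come from the authors' summary. Events were counted past an inclusion difference of 0.1, and 13 of 15 numbers by type equalled the authors' summary, with the other 2 differing by events at exactly 0.1.

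From the deposited values, the following was computed here. Transcripts with a mean of at least 10 were tested by limma 3.58.1 with a trend on log2(value + 1) in R 4.3.3, and genes as sums over their transcripts. The L4 groups were fitted alone and the 3 L2 groups in a single fit, with Benjamini-Hochberg adjustment and a threshold of 0.05. The design, written before the data were examined, set limma as the test for normalized values and edgeR for raw counts, so limma is the test reported. Count tests on the recovered reads, edgeR 4.0.16 (quasi-likelihood, TMM or RLE scaling) and DESeq2 1.42.0, were run as alternatives. Adjusted p-values in the text are from limma unless another tool is named. In data simulated at this depth and spread, limma recovered 73.1% of K718E genes and 11.9% of *cer39* genes changed 2-fold, and 98.5% and 93.9% of those changed 4-fold, with 26 of 176 and 5 of 76 gene calls false. Each simulation changed only 67, 67 and 66 features by 1.5-, 2- and 4-fold, so recovery and false shares with more changes were not gauged. Further alternatives were another pseudocount (0.5 or 5), a mean of at least 50 or no filter, a fold of at least 1.5, a replicate block, fits of only the 4 libraries compared and leaving out each library. For L2, 1 transcript was left out (F31C3.10) because its cells were shifted. Gene lists were written before the deposited files were examined, but after values of some genes, named below, had been seen in the paper's supplementary tables. They were tested with camera at a correlation of 0.01 between genes, again with an estimated correlation, and with fry, with adjustment over the lists of a comparison. No camera call held with an estimated correlation in any comparison. Fry, which asks whether a list changed and not whether it changed more than other genes, passed some lists at L2 and none in K718E. The lists cover respiration and mitochondrial ribosomes, intermediary metabolism, splicing factors of the paper's RNAi screen, muscle, pharynx, neuron, intestine, germ line and sperm markers, cuticle and molting, histones, ribosomes, stress responses and nonsense-mediated decay, and classes of non-coding RNA. Intervals of shares of events are exact binomial at 95%. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the remaining steps.

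Genes are named by a rule set before the data were examined. Per comparison these are the 10 genes with the largest rise and the 10 with the largest fall past the threshold, with a mean of at least 100 in the higher group and both mutant libraries beyond both wild-type libraries, 5 transcripts in each direction by the same rule, up to 4 members of each list with the smallest adjusted p, and the genes the paper names. Splicing events are the 3 of each type with the largest inclusion difference among those with at least 10 reads in every library, and those in genes the paper names. Values of *unc-22*, *unc-89*, *ketn-1*, *ttn-1*, *unc-52*, *tnt-3*, *hrg-1*, *hrg-3*, *numr-1*, *numr-2* and *phat-5* had been seen in the first lines of the paper's supplementary tables. *clec-13*, *hsp-16.2*, *hsp-16.41* and the families *fipr-*, *clec-* and *pals-* were chosen after their values had been seen. The replicate numbers of L4 pair the samples, because the paper names the outcross from which each wild-type sibling came. Deviations of paired L4 samples from their group means correlated at −0.104 over genes.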

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

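The test on removal of ribosomal RNA and the counts of *fipr-* and *pals-* genes were chosen only after the values were seen. *cer6* and *cer39*, each set against the same wild-type libraries, differed in a direct test with limma. In *cer6*, 58 mitochondrial ribosomal protein genes, 40 respiratory chain genes, 6 mRNAs of the mitochondrial genome, 14 histones and 40 cuticle collagens were lower than in *cer39*. In the same test, 12 *fipr-* genes were lower and 1 higher in *cer6*, and 14 *pals-* genes were higher and 1 lower. The log2 difference of *cer6* from *cer39* was −4.40 for *phat-5*, −4.49 for *hrg-3* and −2.62 for *mtl-2*, and it was 3.81 for *lep-5* and 2.56 for *numr-2*. The *cer39* larvae had not been sorted, and this cannot be told apart from the allele. Nor can a different time in larval development, which was not tested between these alleles. Without *cer39* replicate 1, 0 genes differed between *cer6* and *cer39*, and 126, 536 and 344 did without *cer39* replicate 2, *cer6* replicate 1 and *cer6* replicate 2. In the same order, the fits without 1 of these 4 libraries gave 0, 0, 5 and 0 lower mitochondrial ribosomal protein genes, 0, 0, 2 and 0 respiratory chain genes, 0, 0, 3 and 0 mitochondrial mRNAs, 0, 1, 4 and 1 histones and 0, 13, 18 and 19 collagens. The direction of SE events differed between K718E and *cer6* (Fisher's exact test, p = 1.4e-05), which differ in stage and in the reads counted. In genes whose expression the paper does not discuss, 14 sarcomere genes were higher in K718E (34 without K718E replicate 2) and 26 histone genes in *cer39* (0 without either *cer39* library).

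The sarcomere genes higher in K718E include several with very long transcripts, and long transcripts stood higher in K718E as a whole. The median of the list was 0.42, which is 0.359 above the mean median of 10000 sets matched on length, and above all of these sets. The excess was 0.337 for list genes under 3000 nucleotides, 0.805 from 3000 to 8000 and 1.51 from 8000. A length trend common to all genes is therefore argued against. Because the excess grew with length, an effect tied to length within these genes stays open. The sets were drawn gene by gene and did not keep the correlation between list genes, estimated at 0.445. A smaller share of germ line was not tested on its own and stays open, and its markers lay lower (median −0.15). Intestine markers (median −0.07) did not rise as the sarcomere list did. Neuron markers (median 0.30) and pharyngeal genes (median 0.45), some of which are also in the sarcomere list, lay higher with it. A different time within the L4 stage stays open, since molting and cuticle collagen genes changed by a median of 0.269 in size, above 0.149 in matched sets, and differed by 0.687 between the K718E libraries. An effect of K718E on muscle transcripts may be present beside such differences in time or tissue, and no test separated them.

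The wild-type L2 libraries stood far apart from each other. Low read numbers are argued against, because among 5659 genes with a mean of at least 1000, 5.85% differed more than 2-fold between them, against 0.725% in *cer39* and 2.33% in *cer6*. Molting and cuticle collagen genes differed by a median of 1.14 between the wild-type libraries, against 0.245 in sets matched on mean value, which is in line with different times within the molting cycle. The same genes differed by 0.519 between the *cer39* libraries and by 0.597 between the *cer6* libraries. No biological explanation was tested, because the design names none between these replicates.

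snRNAs and snoRNAs were higher in both L2 mutants. Less complete removal of ribosomal RNA is argued against, because the median snRNA rose by 1.76 more than the share of ribosomal RNA in *cer39* and by 2.16 more in *cer6*. Better retention of short RNA was gauged by coding genes whose longest transcript is under 500 nucleotides. In *cer6* these lay 0.00509 above the other coding genes, which argues against better retention at their length. It cannot tell whether still shorter RNAs, such as snRNAs, were kept better. In *cer39* that difference was 0.228, under the bound set for both mutants together. Its bootstrap interval (0.197 to 0.274), which was not part of that bound, reached past it. Retention of RNAs as short as snRNAs and a change in the larvae cannot be told apart in either mutant. An effect of the alleles on these RNAs may be present and was not tested further.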

How the results depend on the processing

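Alternatives were set before the data were examined, except for 2 that were added after: DESeq2 on only the 4 libraries compared and the crossed replicate block. Of 442 values of the main results under alternatives, 281 were scored the same, 18 fell short of the threshold, 1 newly passed it and 142 moved. A count within 1.5-fold of the reported one was scored the same, so such a count need not equal it. With the replicate block, for example, 3493 genes passed in *cer6* against 4142 reported. Counts and other untested values were scored by size alone, so a change of direction could not show in them. None of the tested values among the 442 changed direction with a call in either fit (0). The sign of the *sftb-1* change, which passed in none of these fits of K718E and *cer39*, differed in 3. Of 11617 other values, 9682 were scored the same, 1004 weakened, 348 strengthened, 579 moved and 4 changed direction with a call in either fit. Of 8689 values of single named genes, 7432 were scored the same, 870 weakened, 320 strengthened, 67 moved and 0 changed direction in that sense. Each group held 2 libraries, which limits every test here, and with 1 library of a group left out, the lone library was assumed to vary like the other groups. The cause of the changes below was not tested.

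With DESeq2 on recovered reads, 872 genes and 819 transcripts passed in K718E, 2573 and 4329 in *cer39*, 7073 transcripts in *cer6*, and 5914 transcripts in *cer6* against *cer39*. Transcripts that changed without their gene numbered 291 in K718E, 1583 in *cer39* and 1521 in *cer6*. In the same direction, 43 genes and 53 transcripts were shared by K718E and *cer39*, 124 genes and 106 transcripts by K718E and *cer6*, and 1493 genes and 2365 transcripts by *cer39* and *cer6*. For K718E and *cer39*, 16 genes rose and 27 fell in both, where independent lists would share 23.7 and 42.5. For K718E and *cer6* these numbers were 55 and 69, against 51.4 and 84.8. In K718E, 12 mitochondrial ribosomal protein genes and 3 oxidative phosphorylation genes fell and 29 sarcomere genes rose, and in *cer39* 14 citric acid cycle genes fell and 48 splicing factors rose. With DESeq2 on the 4 libraries compared, 1887 genes and 2136 transcripts passed in *cer39*. With edgeR on recovered reads, 0 transcripts passed in K718E and 10 in *cer39*, and with edgeR with RLE also 0 and 10. Without a filter on low values, 40 genes and 0 transcripts passed in K718E, and with a mean of at least 50, 9 transcripts did. With limma on only the 4 libraries compared, 410 genes and 0 transcripts passed in *cer39* and 2473 genes and 1229 transcripts in *cer6*. In that fit, 1 citric acid cycle gene fell and 16 splicing factors rose in *cer39*, and 37 mitochondrial ribosomal protein genes and 32 oxidative phosphorylation genes fell in *cer6*.

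With the replicate block, 625 genes and 0 transcripts passed in K718E. In K718E, 25 sarcomere genes rose and 1 mitochondrial ribosomal protein gene fell with it, and among the list tests in K718E it ended the calls of the U2 factors and the SR proteins. The L2 libraries share only a number, with correlations of −0.175, 0.120 and 0.040 between the groups' deviations. With a replicate block there, 536 genes and 0 transcripts passed in *cer39*, 1812 transcripts in *cer6* and 176 transcripts in *cer6* against *cer39*. In *cer39*, 1 citric acid cycle gene fell and 16 splicing factors rose with the replicate block. Genes shared in the same direction then numbered 7 for K718E and *cer39*, 42 for K718E and *cer6* and 383 for *cer39* and *cer6*, and transcripts shared by *cer39* and *cer6* numbered 0. The crossed replicate block, in which the L4 numbers are exchanged, passed 217 genes and 0 transcripts in K718E.

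With camera and an estimated correlation, the adjusted p in K718E was 0.696 for mitochondrial ribosomal proteins, 0.735 for oxidative phosphorylation and 0.610 for the sarcomere list. In *cer39* it was 0.499 for the citric acid cycle and 0.499 for splicing factors, and in *cer6* it was 0.643 for the citric acid cycle, 0.643 for mitochondrial ribosomal proteins, 0.450 for oxidative phosphorylation and 0.643 for splicing factors. With fry, the adjusted p in K718E was 0.122 for mitochondrial ribosomal proteins, 0.423 for oxidative phosphorylation and 0.0879 for the sarcomere list, and in *cer39* it was 0.0699 for the citric acid cycle. Splicing factors passed fry in *cer39* (adjusted p = 0.0401). In *cer6* the fry adjusted p was 0.0282 for the citric acid cycle, 0.0110 for mitochondrial ribosomal proteins, 0.00535 for oxidative phosphorylation and 0.00979 for splicing factors. In *cer39* and *cer6* it was 0.0408 and 0.0282 for snRNAs, 0.129 and 0.141 for snoRNAs, and 0.0295 and 0.0739 for histones.

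Without a minimum inclusion difference, 134 events passed in K718E, 381 in *cer39* and 493 in *cer6* in the authors' deposited tables, with 14, 82 and 55 A3’SS events. Shared events then numbered 6 for K718E and *cer39*, 8 for K718E and *cer6* and 149 for *cer39* and *cer6*, and 31.8% of SE events in K718E had lower inclusion. Matched by gene and type in place of coordinates, 11 events were shared by K718E and *cer39* and 9 by K718E and *cer6*. Over a difference of 0.2, 73 events remained in *cer39* and 108 in *cer6*, with 17 and 15 A3’SS events, and in *cer39* 33.3% of RI events had lower retention and 62.2% of SE events had lower inclusion, neither past the binomial test. At an FDR under 0.01, 43 events remained in K718E and 143 in *cer39*, and 29 A3’SS events in *cer39* and 16 in *cer6*. With at least 10 reads in every library, 37 events remained in K718E, of which 2 were A3’SS events a median of 207 nucleotides apart and 73.0% were SE, and 37.0% of RI events in *cer39* had lower retention. With at least 20 reads, 28 events remained in K718E, of which 1 was A3’SS and 71.4% were SE, and 38.6% of RI events in *cer39* had lower retention. With 1 event per gene and type, 60% of SE events in *cer39* had lower inclusion. The direction of SE events then differed between *cer39* and *cer6* (Fisher's exact test, p = 0.0115), as without a minimum difference (Fisher's exact test, p = 0.00130), and no longer between K718E and *cer39* (Fisher's exact test, p = 0.234).

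Leaving out each library in turn gave 82 to 5173 genes in K718E (least without wild-type replicate 1 and most without K718E replicate 2) and 0 transcripts throughout. In *cer39* it gave 0 to 1244 genes and 0 to 2 transcripts, in *cer6* 1891 to 3983 genes and 470 to 1649 transcripts, and in *cer6* against *cer39* 0 to 3847 genes and 0 to 1522 transcripts. In K718E, 0 to 26 mitochondrial ribosomal protein genes and 0 to 9 oxidative phosphorylation genes fell, 14 to 34 sarcomere genes rose, and the camera adjusted p of oxidative phosphorylation ran from 3.5e-04 to 0.269. In *cer39*, 0 to 3 citric acid cycle genes fell and 0 to 21 splicing factors rose. In *cer6*, 5 to 27 citric acid cycle genes, 21 to 56 mitochondrial ribosomal protein genes and 18 to 41 oxidative phosphorylation genes fell. The log2 fold change of *sftb-1* ran from −0.052 to 0.082 in K718E and from −0.042 to 0.19 in *cer39*. The list test of cuticle collagens in K718E ran from 4.9e-28 to 0.0283, and that highest value, without K718E replicate 1, had the opposite direction. For heat shock genes in K718E it ran from 3.1e-06 to 0.409, with the opposite direction at 5.7e-05 without wild-type replicate 1. In *cer6* against *cer39* it ran from 1.4e-06 to 0.834 for snRNAs, with the opposite direction at 0.00235 without *cer6* replicate 1, and from 2.9e-06 to 0.929 for snoRNAs, with the opposite direction at 5.9e-05 without *cer6* replicate 2. In simulated data, limma recovered 53.7% of genes changed 1.5-fold, 73.1% changed 2-fold and 98.5% changed 4-fold in K718E, but of *cer39* transcripts changed 4-fold only 1.52%. DESeq2 recovered 86.4% of the latter, with 166 of its 248 calls false, and limma had 26 of 176 gene calls and 19 of 80 transcript calls false in K718E and 5 of 76 and 0 of 1 in *cer39*. For K718E genes DESeq2 was close to limma, with 74.6% recovered at 2-fold and 25 of 178 calls false. It had 157 of 278 false for K718E transcripts and 50 of 166 for *cer39* genes. In these simulated K718E data the false share exceeded the threshold of 0.05 with both tests. Each simulation changed only 67, 67 and 66 features by 1.5-, 2- and 4-fold. In the deposited libraries, 21.2% of *cer39* transcripts had an unadjusted p under 0.05 in limma. The simulated recovery and false shares therefore cannot be read onto the calls in the deposited data.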

Differences from the paper's values

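The paper's counts are of transcripts at an adjusted p under 0.05, from DESeq2, and the same threshold is used for the counts here. A count differs where it lies more than 1.5-fold from the paper's. Of the alternatives named here, DESeq2 on only the 4 libraries compared was chosen after seeing the values, and the others were set before the data were examined. For K718E the paper gives 802 transcripts and limma gave 2. With DESeq2 on recovered reads there were 819, within 1.5-fold of the paper's, and with edgeR (TMM or RLE), the other filters and pseudocounts, a fold of at least 1.5 and the replicate block the number still differed. Of the 802 calls in the authors' deposited table, 2 passed limma and 667 passed DESeq2. The L2 counts here rest on 6 libraries, while the mean values in the authors' deposited tables fit a mean over 8, of which 2 are not used here. Taken over 7, these means fell below the sum of the 6 for 166 of 2798 *cer39* and 469 of 5506 *cer6* transcripts, and taken over 8, 9 or 10 for 0. Taken over 8, they equalled that sum within 0.5 for 22 and 32 transcripts, as where other libraries held none, and taken over 9 or 10 for 0. For *cer39* the paper gives 2799 and limma gave 215. DESeq2 on recovered reads gave 4329, which differs too, as do the other alternatives set before the data were examined. DESeq2 on only the 4 libraries compared, chosen after seeing the values, gave 2136, within 1.5-fold of the paper's, and dropped 1046 of the 2798 calls in the authors' deposited table that could be matched. For *cer6* the paper gives 5506 and limma gave 3192. DESeq2 on recovered reads gave 7073, within 1.5-fold of the paper's. DESeq2 on only the 4 libraries compared, chosen after seeing the values, gave 3897, also within 1.5-fold, and dropped 1870 of the 5506 calls, and every other alternative differed. Of the calls for *cer6* in the authors' deposited table, 3108 passed limma in the same direction and 0 in the other.

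For snRNA transcripts in *cer39* the paper gives 37 and limma gave 14, and DESeq2 gave 38, within 1.5-fold of the paper's. For snoRNA transcripts the paper gives 29 in *cer39* and 29 in *cer6*, and limma gave 1 and 12. DESeq2 gave 36 and 39 of them, within 1.5-fold of the paper's. Transcripts shared by *cer39* and *cer6* were about 840 up and about 710 down in the paper (Fig 2E, read by eye) and 105 and 52 with limma. DESeq2 gave 1270 and 1095, which differ too. Those shared by K718E and *cer39* were about 13 up and about 38 down in the paper (Fig 2E, read by eye), and limma gave 0 and 0. DESeq2 gave 20 up, which differs, and 33 down, within 1.5-fold of the paper's. Those shared by K718E and *cer6* were about 26 up and about 75 down in the paper (Fig 2E, read by eye), and limma gave 0 and 0. DESeq2 gave 38 and 68, within 1.5-fold of the paper's. For each of these shared counts, a fold of at least 1.5 and the replicate block still differed.

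The paper states that transcripts of mitochondrial functions were downregulated in K718E, from a pathway enrichment of genes with changed transcripts (S4 Fig). The counts here are of genes in other lists and do not repeat that enrichment. With limma, 0 of 70 mitochondrial ribosomal protein genes and 0 of 71 oxidative phosphorylation genes passed, as with edgeR (0 and 0), while 3221 of all genes had an unadjusted p under 0.05. Without K718E replicate 1, 17 and 5 fell, and without K718E replicate 2, 26 and 9 fell. With DESeq2, 12 and 3 did, and camera placed both lists lower (adjusted p = 1.0e-11 and 0.00286, or adjusted p = 0.696 and 0.735 with an estimated correlation).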

Other observations

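Further lists, fixed before the deposited files were examined, were counted in each allele. Over all 15011 genes, 618 rose and 456 fell in *cer39*, and 2067 rose and 2075 fell in *cer6*. In *cer39*, 9 of 42 germ line genes fell, among them *fbf-1*, *fog-3*, *htp-1* and *syp-1*, at a median of −0.70, and 5 of 9 genes of metal and splicing stress rose. In *cer6*, 10 germ line genes fell and 2 rose, 3 stress genes rose and 2 fell, and 38 of 125 cuticle collagens fell and 5 rose. Detoxification genes went both ways, with 17 up and 5 down of 175 in *cer39* and 25 up and 37 down in *cer6*. Glycolysis genes fell in *cer6* (13 of 21, 1 in *cer39*), and of 19 lipid synthesis genes 6 fell and 1 rose in *cer6* and 1 fell in *cer39*. All 12 mRNAs of the mitochondrial genome lay higher in *cer39*, at a median of 0.92 (10 adjusted over the list alone, with a camera adjusted p = 2.9e-05, or adjusted p = 0.499 with an estimated correlation), and 1 of them, *nduo-1*, passed limma. In *cer6*, 0 of them passed limma, edgeR or DESeq2. Without *cer39* replicate 1 or 2 no gene of these lists passed in *cer39* (0), and without wild-type replicate 1 and 2, 20 and 4 germ line genes did (1 without either *cer6* library). In *cer6*, 19 and 3 germ line genes fell without wild-type replicate 1 and 2, 3 without either *cer39* library, and 2 and 1 without *cer6* replicate 1 and 2. Of the *cer6* glycolysis genes, 8 fell without wild-type replicate 2 and 4 and 6 without *cer6* replicate 1 and 2. Without *cer6* replicate 1 and 2, 18 and 14 detoxification genes fell in *cer6*. Of 42 sarcomere genes, 4 rose and 1 fell in *cer39*, and 4 fell in *cer6*.

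In *cer39* the other lists gave, by limma, molting (0 of 23), neuron (1 up and 1 down of 26), pharynx (1 up of 14), intestine (2 down of 18), heat shock (1 down of 17), DNA replication (1 up and 2 down of 38), sperm (0 of 5), cytosolic ribosomes (0 of 77), U2 factors (4 up of 19), SR proteins (1 up of 7), oxidative phosphorylation (4 down of 70), mitochondrial ribosomes (0 of 70) and pseudogenes (16 up and 6 down of 349). For the lists at 0, DESeq2 gave 4 molting, 0 sperm, 1 cytosolic ribosomal and 4 mitochondrial ribosomal genes. In *cer6* they gave molting (2 down), neuron (4 up), pharynx (1 up and 1 down), intestine (1 up and 3 down), heat shock (1 up and 2 down), DNA replication (4 up and 1 down), sperm (1 up), cytosolic ribosomes (2 up and 1 down), SR proteins (1 up and 2 down), U2 factors (13 up and 1 down) and pseudogenes (75 up and 32 down). The heat shock genes *hsp-16.2* and *hsp-16.41*, chosen after their values had been seen, did not pass in *cer39* (4.00 and 4.31 on the log2 scale). In K718E, *pck-1* was the member that rose in the list of the citric acid cycle and pyruvate and in that of glycolysis and gluconeogenesis (1 each). No gene passed limma in K718E in the lists of DNA replication, germ line, sperm, molting, histones, U2 factors, SR proteins, decay factors, cytosolic ribosomes, fatty acid oxidation, lipid synthesis, one-carbon metabolism, detoxification, heat shock, metal stress, intestine and snoRNAs (0 in each). Of all K718E genes, 3221 had an unadjusted p under 0.05. In these lists DESeq2 called 6 DNA replication, 4 germ line and 6 cytosolic ribosomal genes lower and 2 sperm genes higher, and 1 gene in each of the lists of molting, histones, U2 factors, fatty acid oxidation, detoxification and heat shock, and edgeR called none of them (0). Camera placed sperm markers higher (adjusted p = 1.7e-05, or adjusted p = 0.735 with an estimated correlation), a call that ended without K718E replicate 1. Given the replicate block, 3 DNA replication and 4 germ line genes fell and 3 molting genes, 1 sperm gene and 26 pseudogenes rose. Without K718E replicate 2, 31 DNA replication and 20 germ line genes fell and 21 sperm genes rose.

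In *cer39*, long genes stood lower, with a median log2 fold change of 0.24 for genes whose longest transcript is under 500 nucleotides and −0.54 for those of at least 8000. The corresponding medians in *cer6* were 0.01 and −0.13. Of 119 *clec-* genes, 15 rose and 5 fell in *cer39*, and 34 rose and 11 fell in *cer6*. Of 32 *pals-* genes, 18 rose and 2 fell in *cer6*, and 1 rose and 2 fell in *cer39*. These families were chosen after their values had been seen.

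Genes with higher intron retention may have lower totals, if retention exposes their transcripts to decay. In *cer39*, 31 such genes had a median of −0.175, at percentile 7.58 of 10000 sets matched on mean value. In *cer6*, 40 such genes had a median of −0.112, at percentile 32.1. The percentiles were neither both under 5 nor both over 50, the bounds set for the test, so an effect of retention on totals and none cannot be told apart here.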
